# Repressive H3K9me2 protects lifespan against the transgenerational burden of COMPASS activity in *C. elegans*

**DOI:** 10.7554/eLife.48498

**Published:** 2019-12-09

**Authors:** Teresa Wei-sy Lee, Heidi Shira David, Amanda Kathryn Engstrom, Brandon Scott Carpenter, David John Katz

**Keywords:** transgenerational inheritance, epigenetics, aging, heterochromatin, COMPASS, chromatin, *C. elegans*

## Abstract

In *Caenorhabditis elegans*, mutations in WDR-5 and other components of the COMPASS H3K4 methyltransferase complex extend lifespan and enable its inheritance. Here, we show that *wdr-5* mutant longevity is itself a transgenerational trait that corresponds with a global enrichment of the heterochromatin factor H3K9me2 over twenty generations. In addition, we find that the transgenerational aspects of *wdr-5* mutant longevity require the H3K9me2 methyltransferase MET-2, and can be recapitulated by removal of the putative H3K9me2 demethylase JHDM-1. Finally, we show that the transgenerational acquisition of longevity in *jhdm-1* mutants is associated with accumulating genomic H3K9me2 that is inherited by their long-lived wild-type descendants at a subset of loci. These results suggest that heterochromatin facilitates the transgenerational establishment and inheritance of a complex trait. Based on these results, we propose that transcription-coupled H3K4me via COMPASS limits lifespan by encroaching upon domains of heterochromatin in the genome.

## Introduction

Lifespan is governed by complex interactions between genetics and the environment. Despite its complexity as a trait, lifespan is limited by the germline in a wide range of metazoans. For example, genetic or physical ablation of the germline extends lifespan in *C. elegans* (Arantes-Oliveira, 2002; Flatt et al., 2008; Hsin and Kenyon, 1999; Kenyon, 2010). These observations led to the disposable soma theory of aging, which posits that resources are shifted to the germline to promote progeny fitness at the expense of maintaining the parental soma (Kenyon, 2010; Kirkwood and Holliday, 1979). Some have theorized that one cost of a germline is transcription during gametogenesis, but the molecular details of how germline transcription affects lifespan remain elusive (Ghazi et al., 2009; Greer et al., 2010).

Regions of active transcription are marked by post-translational histone modifications, like the methylation of histone 3 at lysine 4 (H3K4me) (Shilatifard, 2008). H3K4me is deposited by the MLL/COMPASS complex, which travels with elongating RNA Polymerase II during transcription (Wood et al., 2007). In the nematode *C. elegans*, animals with reductions in COMPASS complex subunits (*wdr-5, ash-2,* and the methyltransferase *set-2*) live longer than wild-type individuals (Greer et al., 2010). The lifespan extension of COMPASS mutants requires the presence of an actively proliferating germline, suggesting that COMPASS acts specifically in the germline to limit lifespan (Greer et al., 2010). Subsequent work showed that reducing COMPASS solely in the germline activates a fatty acid desaturation pathway in the intestine that increases lifespan, in part by down-regulating an S6 kinase normally expressed in the germline (Han et al., 2017). Activation of this pathway causes the accumulation of mono-unsaturated fatty acids, and this increase is sufficient to extend lifespan (Han et al., 2017).

Greer and colleagues also found that longevity could be heritable. The lifespan extension of COMPASS mutants was inherited by their wild-type descendants for four generations, before reverting to wild-type lifespan (Greer et al., 2011). The transgenerational inheritance of longevity suggests that it is an epigenetic trait, but the mechanism of inheritance remains unknown. In particular, it is difficult to reconcile how reduced H3K4me in COMPASS mutants can block COMPASS from restoring a normal chromatin environment in genetically wild-type descendants of COMPASS mutants. Thus, the longevity of COMPASS mutants may be due to another heritable factor.

We have previously described an epigenetic reprogramming mechanism in which two chromatin modifiers cooperate to erase traces of prior transcription at fertilization. The demethylase SPR-5 (LSD1/KDM1A) removes active H3K4me1/2, while the methyltransferase MET-2 (SETDB1) methylates histone 3 at lysine 9 (H3K9me) (Katz et al., 2009; Kerr et al., 2014). This reprogramming mechanism responds to reduced H3K4me in COMPASS mutants by adding more H3K9me2 (Kerr et al., 2014). We therefore wondered whether the longevity of COMPASS mutants could be associated with H3K9me2 deposited in response to reductions in transcription-coupled H3K4me.

H3K9me2 is classically considered a repressive modification and often associated with heterochromatin. In *C. elegans*, H3K9me2 and H3K9me3 each have distinct roles in the genome, with H3K9me2, rather than H3K9me3, most closely associated with canonical heterochromatin factors like HP1 (Garrigues et al., 2015; Liu et al., 2011; McMurchy et al., 2017). One theory of aging, the heterochromatin loss model, is supported by several lines of evidence suggesting that losing repressive chromatin is detrimental for lifespan (Tsurumi and Li, 2012; Villeponteau, 1997). In humans, two premature aging diseases are caused by mutations in lamins that reduce heterochromatin and disrupt its nuclear localization (Shumaker et al., 2006). In *C. elegans*, *Drosophila*, and mammals, heterochromatin decreases as individuals grow older (Wood and Helfand, 2013; Wood et al., 2010; Haithcock et al., 2005). Additionally, across eukaryotes, mutations that increase repressive chromatin extend lifespan (Jin et al., 2011; Kennedy et al., 1995; Larson et al., 2012; Maures et al., 2011). Therefore, we investigated the interaction between repressive H3K9me2 and *wdr-5* mutant lifespan over generational time.

## Results

### Transgenerational longevity in *wdr-5* mutants

It has previously been reported that animals mutant for genes encoding components of the COMPASS complex have a lifespan extension of up to 28% (Greer et al., 2010).This lifespan extension is inherited by wild-type descendants of these mutants, before reverting back to wild-type levels in the fifth generation (Greer et al., 2011). To investigate the nature of this inheritance, we first attempted to recapitulate the original observation using fertile, homozygous *wdr-5 (ok1417)* mutants. Since the transgenerational effects of a *wdr-5* mutation lasts for four generations, we crossed *wdr-5* mutants to wild type to generate heterozygous *wdr-5/+* progeny and maintained populations as *wdr-5/+* heterozygotes for five generations. We then used homozygous *wdr-5* mutant progeny descended from F5 *wdr-5/+* heterozygotes as our P0 founding population, comparing them to P0 wild-type animals descended from survivors recovered from a thaw. In contrast to prior observations, P0 *wdr-5* mutants were never long-lived compared to their wild-type counterparts (as observed in eight biological replicates) (Figure 1, Figure 1—figure supplement 1). Furthermore, in contrast to what was originally reported (Greer et al., 2010), treatment of wild-type animals with *wdr-5* RNA interference (RNAi) did not cause increased lifespan within a single generation (Figure 1—figure supplement 3).

**Figure 1.**
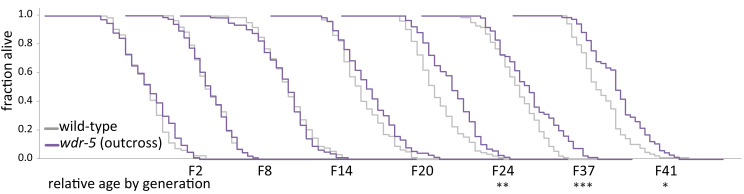
Longevity takes many generations to manifest in *wdr-5* mutants. Analysis of relative lifespan between wild-type (gray) and *wdr-5* mutants (purple) across generational time. P0 wild type was descended from animals recovered from a thaw. P0 *wdr-5* mutants were the first homozygous mutants after maintenance as heterozygotes for five generations. For each generation, the x-axis is 40 days. *p<0.05, **p<0.01, ***p<0.001 compared to wild-type from the same generation with log-rank test. Median lifespan and statistics are presented in supplementary file 1. Additional replicates shown in Figure 1—figure supplement 1 and supplementary file 3.

**Figure 1—figure supplement 1.**
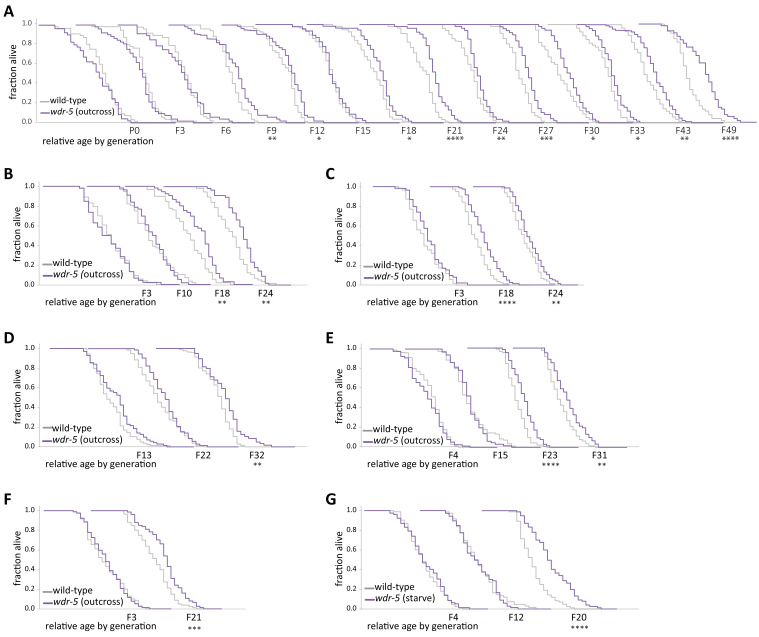
Longevity in *wdr-5* mutants reproducibly takes many generations to manifest. (**A–G**) Analysis of relative lifespan between wild-type (gray) and *wdr-5* mutants (purple) in seven independent transgenerational experiments. *wdr-5* mutant populations were either reset by being maintained as heterozygotes for five generations following an outcross or by starving, as indicated in graph legend. Replicates (**E**), and (**F**), along with replicate shown in Figure 1, were used for ChIP-seq analysis. For each generation, the x-axis is 40 days. *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001 compared to wild-type from the same generation with log-rank test. Mean lifespan and statistics are presented in supplementary file 3.

**Figure 1—figure supplement 2.**
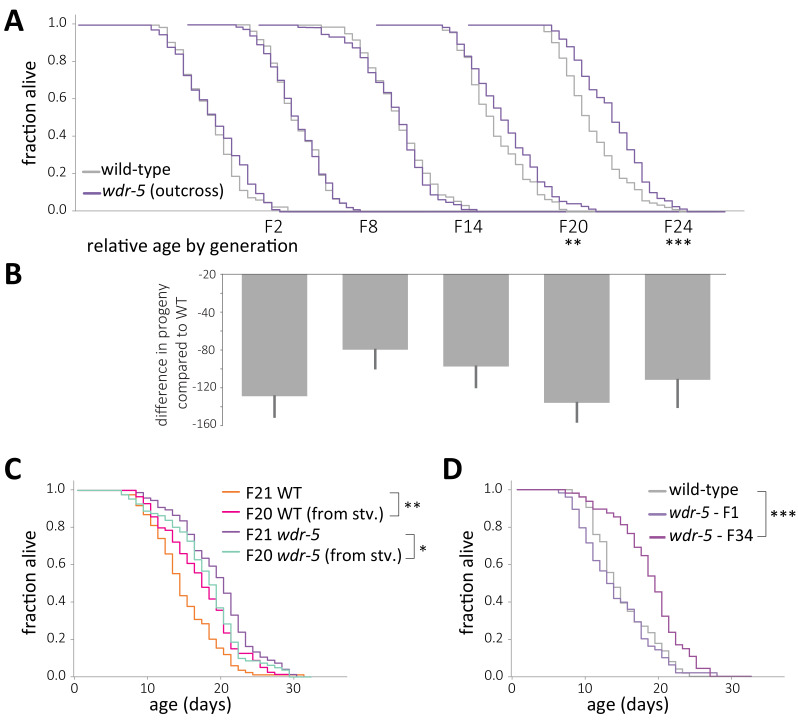
Longevity is not caused by decreased fecundity or by background mutations. (**A**) Comparison of relative lifespan between wild-type (gray) and *wdr-5* mutant (purple) populations over generational time. For each generation, the x-axis is set at is 40 days. (**B**) Difference in progeny number between wild type and *wdr-*5 mutants for populations shown in (**A**). Each generation in (**B**) is shown directly under the corresponding generation in (**A**). (**C**) Comparison of lifespan in fed descendants from starved or fed late-gen populations of either *wdr-5* mutants (purple and cyan, respectively) or wild type (orange and pink, respectively). (**D**) Lifespan of early-gen *wdr-5* mutants (purple) derived from outcrossing late-gen *wdr-5* mutants compared to the corresponding un-outcrossed late-gen *wdr-5* mutant population (plum) and mid-gen wild-type animals (gray). *p<0.06, **p<0.01 and ***p<0.001 compared to the wild-type population in the same assay with log-rank test. Progeny data and an additional replicate are presented in supplementary file 2. Median lifespan, statistics, and additional replicates are presented in supplementary file 3.

**Figure 1—figure supplement 3.**
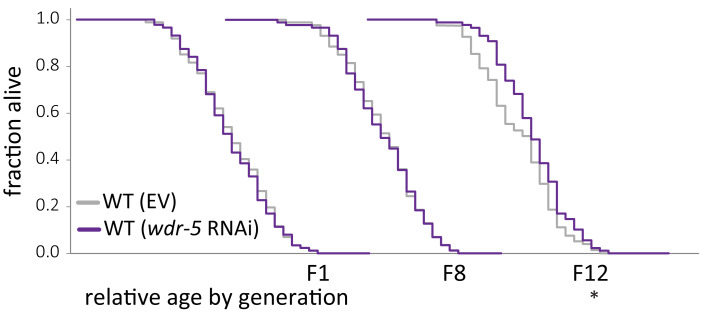
Depletion by RNAi does not increase lifespan within twelve generations. Comparison of relative lifespan between wild-type animals on an empty vector control (gray) and wild-type animals on *wdr-5* RNAi (dark purple) populations over generational time. For each generation, the x-axis is set at is 35 days. *p<0.05 compared to the wild-type population fed an empty vector control with log-rank test. Median lifespan and statistics are presented in supplementary file 3.

The initial observations of *wdr-5* mutant longevity did not report how many generations lacking WDR-5 activity were required to reach the 28% lifespan extension in *wdr-5* mutants, so we considered the possibility that lifespan may gradually change over a number of generations in COMPASS mutants. Starting with P0 as described above, we followed a single population of *wdr-5* mutants and assessed lifespan periodically. For the first six generations (which are hereafter referred to as early-gen populations), *wdr-5* mutants had slightly shorter lifespans than wild-type populations of the same generation, though the decrease was not statistically significant (Figure 1, Figure 1—figure supplement 1). In generations F8 to F14 (hereafter referred to as mid-gen populations), *wdr-5* mutants had lifespans that were the same as, or slightly longer than, wild-type populations (Figure 1), though the change was only statistically significant in some generations (Figure 1—figure supplement 1). By generation F20 and in subsequent generations (hereafter referred to as late-gen populations), *wdr-5* mutant populations were consistently and statistically longer-lived than wild-type populations of the same generation (Figure 1, Figure 1—figure supplement 1). Additionally, populations of wild-type animals continuously treated with *wdr-5* RNAi experienced a similarly gradual increase in lifespan, with a modest increase seen by generation F12 (Figure 1—figure supplement 3, p=0.039, log-rank test). Overall, late-gen *wdr-5* mutants had median lifespan extensions ranging from 5–40% (with an average of 17% across multiple replicates) which recapitulated the 16–28% extension originally reported (supplementary files 1 and 3) (Greer et al., 2010; Greer et al., 2011). Thus, we conclude that *wdr-5* mutants had longer lifespans, but only after many generations of lacking WDR-5 activity.

In many taxa, fecundity is inversely correlated with lifespan (Kenyon, 2010). To determine whether the appearance of longevity in *wdr-5* mutant populations correlates with a decrease in fecundity, we measured progeny number across generational time. It has previously been shown that *wdr-5* mutants have decreased broods and increased embryonic lethality (Li and Kelly, 2011; Simonet et al., 2007). Consistent with prior observations, early-gen *wdr-5* mutants had 27–47% fewer progeny than wild-type populations (supplementary file 2). However, we did not observe a correlation between the onset of longevity and the decrease in progeny number, as long-lived late-gen *wdr-5* mutants did not have significantly fewer progeny than early- or mid-gen populations (Figure 1—figure supplement 2A and B, p=0.11 and p=0.13, respectively, unpaired t-test). This result suggests that lifespan extension in *wdr-5* mutants was not a direct consequence of reduced fecundity, despite the fact that it requires a proliferative germline (Greer et al., 2010).

The appearance of longevity in *wdr-5* mutants could be caused by the acquisition of background mutations in lifespan-determining genes, but several observations make this scenario unlikely. First, we have repeated the transgenerational analysis of lifespan in these populations seven additional times. In each replicate, lifespan increased gradually between early-, mid-, and late-gen populations, with late-gen *wdr-5* mutants consistently living longer than late-gen wild-type populations (Figure 1—figure supplement 1). Additionally, when long-lived late-gen *wdr-5* mutants were subjected to either starvation (Figure 1—figure supplement 2C) or freezing (Figure 2), lifespan reverted back to wild-type levels. We have also outcrossed long-lived late-gen *wdr-5* mutants to wild-type populations, maintained these populations as heterozygotes for five generations, and re-selected new homozygous P0 *wdr-5* mutant populations. These P0 *wdr-5* mutants reverted back to being short-lived, even as the original late-gen *wdr-5* mutant populations remained long-lived (Figure 1—figure supplement 2D).

**Figure 2.**
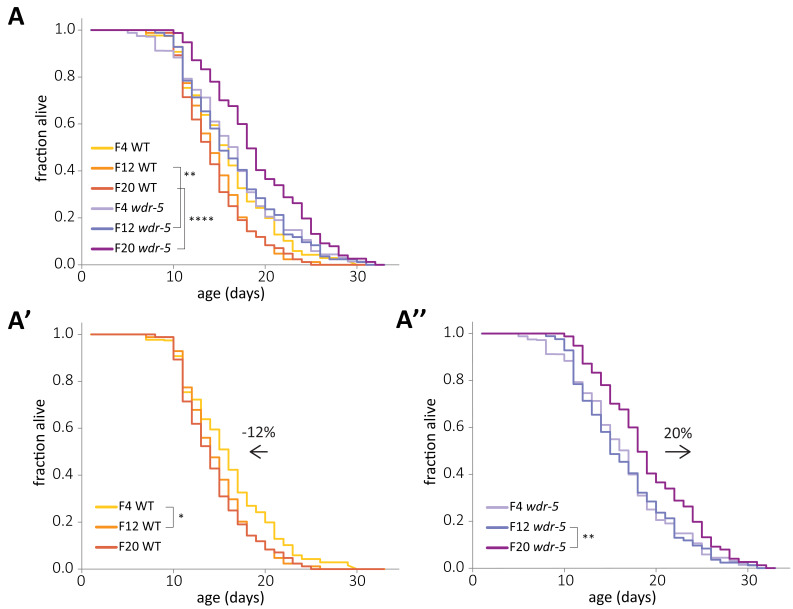
Concurrent and opposite changes in lifespan account for the full *wdr-5* mutant lifespan extension. (**A**) Lifespan of early-, mid-, and late-gen wild-type (yellow, tangerine, and burnt orange, respectively) and *wdr-5* mutant populations (lavender, purple, and plum, respectively) descended from animals recovered from a thaw. Data are also shown separated into wild-type (**A’**) and *wdr-5* mutant populations (**A’’**). Percentage difference in median lifespan between early- and late-gen is indicated above arrow. p<0.05, **p<0.01, and ****p<0.0001 using log-rank test. Median lifespan and statistics are presented in supplementary file 1. Additional replicates are included in supplementary file 3.

**Figure 2—figure supplement 1.**
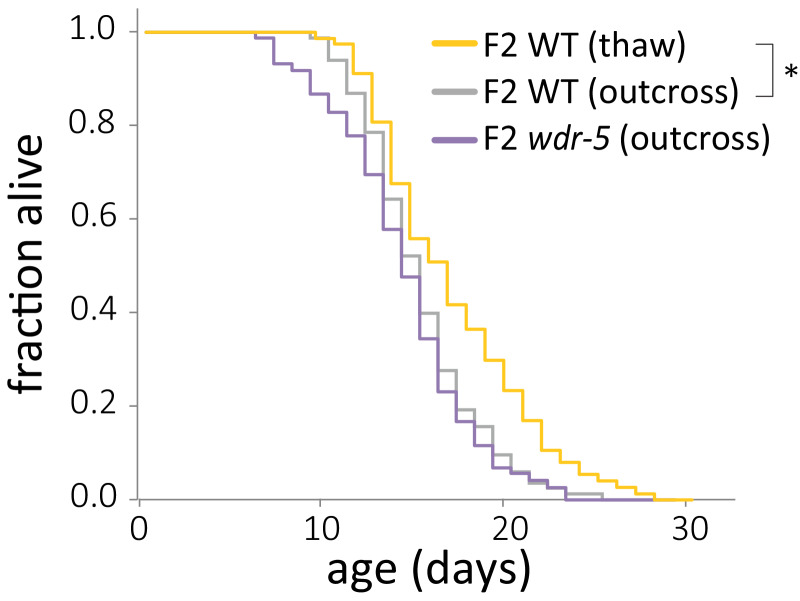
Lifespan does not differ between populations descended from the same outcross. Lifespan comparison of early-gen wild-type animals from a thaw (gold) to early-gen wild-type (gray) and *wdr-5* mutant (purple) populations, both derived from outcrossing late-gen *wdr-5* mutants and maintaining the population as heterozygotes for five generations. *p<0.05 between both wild-type populations using log-rank test. Median lifespan, statistics, and additional replicates are presented in supplementary file 3.

### Relative changes in lifespan across generations

The determination of longevity in a population is always relative to a control. In our transgenerational lifespan experiments, *wdr-5* mutant populations were compared to wild-type populations of the same generation. Therefore, the appearance of longevity could be caused by a relative extension in *wdr-5* mutant lifespan, a relative decrease in wild-type lifespan, or changes in both populations. To distinguish between these possibilities, we directly compared the lifespan of early-, mid-, and late-gen *wdr-5* mutant and wild-type populations in the same lifespan assay (Figure 2A). Surprisingly, wild-type lifespan decreased over generational time by 12%, primarily between early- and mid-gen populations (Figure 2A’, p=0.02, log-rank test), despite the fact that progeny number did not change in these populations (supplementary file 2). As mentioned previously, we assayed wild-type lifespan in descendants of animals recovered from a thaw, which we consider the P0 population. The process of freezing a strain involves an L1 larval diapause induced by starvation (Baugh, 2013). The generational change in wild-type lifespan after recovery from a thaw suggested that some aspect of starvation may increase lifespan in descendants, as has been previously shown in populations recovered from L1 diapause or from dauer diapause (Rechavi et al., 2014; Webster et al., 2018). To investigate the effect of starvation on wild-type populations, we starved a late-gen population that had already experienced a decrease in lifespan. Wild-type descendants of starved animals lived longer than their non-starved cousins (Figure 1—figure supplement 2C, p=0.001, log-rank test). To further confirm that the increase in wild-type lifespan in populations recovered from a freeze was caused by the freeze itself, we compared *wdr-5* mutants and wild-type populations that were both descended from the same outcrossed population that had been maintained as *wdr-5/+* heterozygotes for five generations. If the initial increase in wild-type lifespan was caused by the freeze-thaw process, then wild-type populations derived from the outcross, which did not undergo a freeze-thaw, should not have this initial increase in lifespan. Consistent with this possibility, we found that after the outcross, both early-gen wild-type animals and *wdr-5* mutants had similar lifespans (Figure 2—figure supplement 1, p=0.32, log-rank test). In addition, early-gen wild-type animals from the outcross had a shorter lifespan than early-gen wild-type animals from a thaw (Figure 2—figure supplement 1, p=0.02, log-rank test). These results confirmed that wild-type lifespan was only extended after undergoing the freeze-thaw process.

In contrast to what occurred in wild-type animals, lifespan in *wdr-5* mutants increased over generational time by 20%, primarily between mid- and late-gen populations (Figure 2A’’, p=0.009, log-rank test). The decrease in wild-type lifespan was large enough that even early-gen *wdr-5* mutants had significantly longer lifespans when compared to those of late-gen wild-type populations (Figure 2A, p=0.019, log-rank test). However, changes in wild-type lifespan were not the sole driver of longevity in late-gen *wdr-5* mutants, since late-gen *wdr-5* mutants lived significantly longer than even early-gen wild-type populations (p=0.0009, log-rank test). Overall, concurrent and opposite lifespan changes in both wild type and *wdr-5* mutants accounted for the full increase in lifespan in late-gen *wdr-5* mutant populations.

### Correlation of longevity with repressive H3K9me2

Our previous work demonstrates that levels of H3K9me2 are enriched at certain loci in *wdr-5* mutants compared to wild type (Kerr et al., 2014). Based on this finding, we asked whether an increase in H3K9me2 could account for the extended lifespan of *wdr-5* mutants. To address this possibility, we first compared global levels of H3K9me2 by immunoblot and chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq). By immunoblot of mixed-stage populations, long-lived late-gen *wdr-5* mutants had a global increase of H3K9me2 compared to late-gen wild-type populations (Figure 3A).

**Figure 3.**
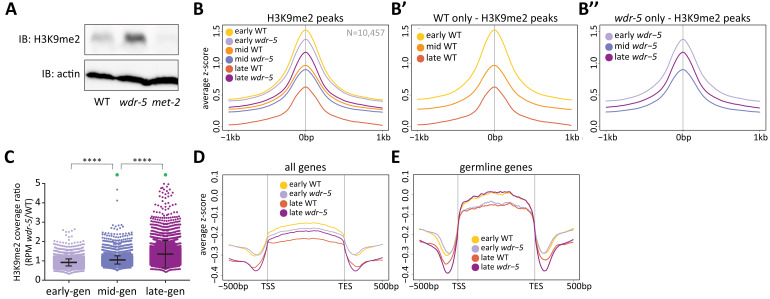
Long-lived *wdr-5* mutants have more H3K9me2 enrichment than wild type. (**A**) Immunoblot comparing H3K9me2 protein levels in late-gen wild type to late-gen *wdr-5* mutants and late-gen *met-2* mutants (representative of two independent experiments). Actin is used as a loading control. (**B, D, E**) Metaplots of averaged z-score H3K9me2 ChIP-seq signal across H3K9me2 peaks (**B**), all genes (**D**), or germline genes (**E**) in early-, mid-, and late-gen populations of wild type (yellow, orange, and red, respectively) and *wdr-5* mutants (lavender, purple, and plum, respectively). Line shows mean ChIP-seq signal. Data in (**B**) are also shown separated into wild type (**B’**) and *wdr-5* mutants (**B’’**). Plots are centered on peak centers (**B, B’, B’’**) or pseudoscaled over genes to 1 kb with 500 bp borders on either side, indicated by vertical gray lines (**D–E**). (**C**) H3K9me2 ChIP-seq ratios of *wdr-5* mutant coverage over wild-type coverage at each H3K9me2 peak (N = 10,457). Coverage is normalized to RPM. Thick line shows mean and whiskers show standard deviation. Green dots represent peaks that fall beyond y-axis scale (two peaks in mid-gen and 33 peaks in late-gen). ****p<0.0001 with paired t-test.

**Figure 3—figure supplement 1.**
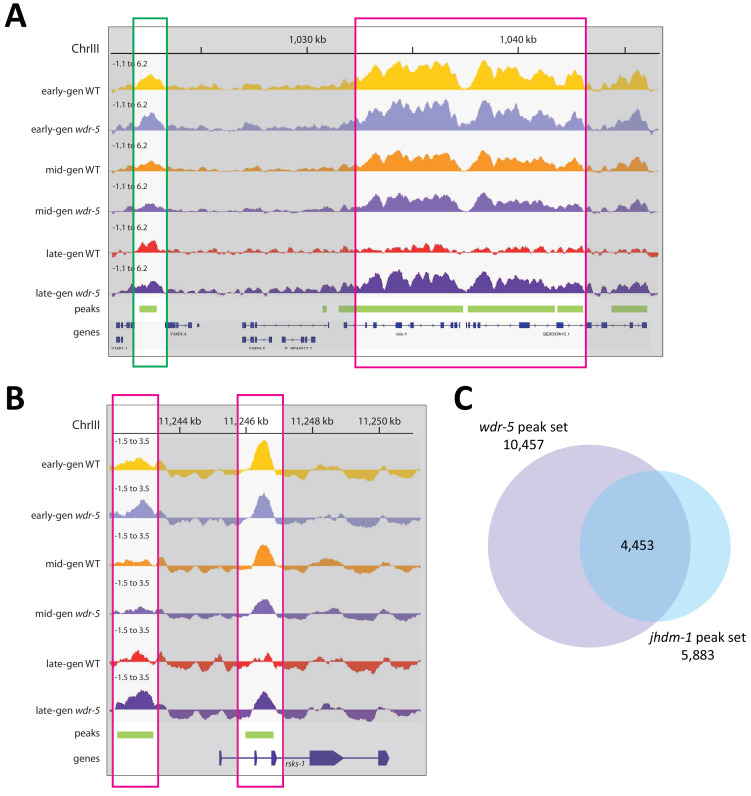
Long-lived *wdr-5* mutants have more H3K9me2 than wild type. (**A**)-(**B**) Representative H3K9me2 enrichment profiles in an IGV browser screenshot over a 26 kb region of Chr. III (**A**) and *the rsks-1* locus (**B**). Average z-scored ChIP-seq tracks for H3K9me2 signal in early-gen wild type (yellow), early-gen *wdr-5* mutants (lavender), mid-gen wild type (orange), mid-gen *wdr-5* mutants (purple), late-gen wild type (red), and late-gen *wdr-5* mutants (plum). All coverage tracks are shown on the same scale, −1.1 to 6.2 (**A**) or −1.5 to 3.5 (**B**). Below the tracks, H3K9me2 ChIP-seq peaks are shown in green, and genes are shown in blue. Highlighted region outlined in green shows a peak where mutant/wild type coverage ratios do not change over generational time. Highlighted regions outlined in pink show peaks where the ratio increases in late-gen populations. (**C**) Overlap between peaks called in transgenerational ChIP-seq experiments of *wdr-5* mutants (Figure 3) or *jhdm-1* mutants (Figure 4).

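H3K9me2 ChIP-seq was performed on whole, mixed-stage animals of 6 groups, the early-, mid- and late-gen populations of wild type and of *wdr-5* mutants. ChIP-seq sequences the DNA that is pulled down with an antibody against the modified histone, and regions with more reads than the input DNA are called as peaks. By the paper's methods each group had 3 replicates, with single-end reads of 50 bp in the first pair of replicates and of 75 bp in the third. The authors aligned the reads to the WS220/ce10 genome with Bowtie2, called peaks with MACS in its broad mode, and kept a peak when it was present in at least 2 replicates of one genotype and generation. The deposited list is the union of these peaks over the 6 groups. It gives the chromosome, start and end of each peak, without a score, coverage or the depth of any library, so it describes the 6 groups together and carries no replicate error. The list held 10457 peaks, which covered 8.13 Mb. This was 8.11% of the 100.2 Mb from the first base to the last peak end on the 6 chromosomes. The median peak was 495 bp long, with quartiles of 283 and 901 bp. The longest peak spanned 18987 bp on Chromosome III, from 1172296 to 1191282. Of the alternatives tried, a minimum length of 500 bp changed the number of peaks most and left 5178 peaks.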

We next examined the genomic enrichment of H3K9me2 using ChIP-seq across generations in *wdr-5* mutant and wild-type populations. At H3K9me2 peaks, early-gen *wdr-5* mutants had slightly less enrichment than their wild-type counterparts (Figure 3B). In wild type, H3K9me2 enrichment decreased (Figure 3B’) at the same time that lifespan decreased (Figure 2A’) between early- and mid-gen populations. Between mid- and late-gen wild-type populations, H3K9me2 enrichment subsequently decreased further as wild-type lifespan remained at steady-state (Figure 3B’). *wdr-5* mutants experienced a similar H3K9me2 decrease between early- and mid-gen populations, as lifespan remained unchanged. However, H3K9me2 enrichment then increased between mid-and late-gen populations (Figure 3B’’), concomitant with the increase in lifespan (Figure 2A’’). 

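The peak list of the *wdr-5* experiment, on WS220/ce10, held 6 peaks in the part of Chromosome III that is drawn in Figure 3—figure supplement 1A. The longest was 5950 bp long and ran from 1031425 to 1037374. It was followed by a peak of 4155 bp from 1037533 to 1041687 and by a peak of 1230 bp from 1041788 to 1043017. To their left lay a peak of 796 bp from 1022087 to 1022882 and a peak of 209 bp from 1030689 to 1030897. On the right the region ended with a peak of 1719 bp from 1044329 to 1046047. In the figure, the pink outline encloses the peaks of 4155 bp and 1230 bp whole and the peak of 5950 bp except for its left end, and the green outline encloses the peak that starts at 1022087. The list pools all genotypes and generations and holds no coverage, so the level of H3K9me2 at these peaks in each generation was not computed here. No annotation of this genome build was used.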

An example of increasing H3K9me2 enrichment across generations can be seen at multiple H3K9me2 peaks over a region of Chromosome III (Figure 3—figure supplement 1A). We also observed the same trend at the *rsks-1* locus (Figure 3—figure supplement 1B), the downregulation of which has been implicated in the increased lifespan of COMPASS mutants (Han et al., 2017). 

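In the part of Chromosome III that is drawn around *rsks-1*, which encodes an S6 kinase, the list of the *wdr-5* experiment held 2 peaks. One was 1085 bp long and ran from 11242135 to 11243219 on WS220/ce10. The other was 857 bp long and ran from 11245980 to 11246836. In the paper's gene track the latter lies within *rsks-1*, near its 5′ end, and the former lies outside it. Both positions are those of the whole list, and the coverage of each generation was not analysed here.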

Overall, as lifespan increases across generations in *wdr-5* mutants compared to wild type (early- to mid- to late-gen) (Figure 1), we observed a corresponding increase in the ratio of mutant to wild-type coverage at each peak (Figure 3C, p<0.0001, paired t-test).

Because transgenerational phenotypes must be inherited through the germline, we would expect that H3K9me2 is most affected at germline-expressed genes in *wdr-5* mutants. To address this possibility, we examined H3K9me2 at germline-expressed genes (hereafter referred to as germline genes), including those expressed exclusively in the germline and those that are expressed in both the germline and soma (Reinke et al., 2000). At all genes, H3K9me2 enrichment was low and decreased from early- to late-gen in both wild-type and *wdr-5* mutant populations (Figure 3D). Likewise, at germline genes, wild-type H3K9me2 enrichment decreased between early- and late-gen populations (Figure 3E). In contrast, in *wdr-5* mutants, H3K9me2 enrichment at germline genes increased between early- and late-gen populations (Figure 3E). This increase countered the slight global decrease observed in *wdr-5* mutants between early- and late-gen populations (Figure 3B’’). Thus, the general global retention of H3K9me2 became even more pronounced at germline genes.

### Requirement of MET-2 for *wdr-5* mutant longevity

Across generational time, higher levels of H3K9me2 generally correlated with a longer lifespan, raising the possibility that H3K9me2 helps to extend lifespan. To determine whether H3K9me2 is required for increased lifespan in *wdr-5* mutants, we examined animals lacking the H3K9 methyltransferase MET-2. *met-2* mutants have nearly undetectable amounts of H3K9me2 by immunoblot (Figure 4A), and have reduced H3K9me2 by mass spectrometry (Towbin et al., 2012), immunofluorescence (Bessler et al., 2010), and ChIP followed by quantitative PCR (ChIP-qPCR) (Kerr et al., 2014). Generally, *met-2* mutants were shorter-lived than wild-type populations, with lifespans on average 14% shorter (Figure 4B, p=0.0002, log-rank test, and supplementary file 3). If H3K9me2 is required for increased lifespan in *wdr-5* mutants, we would expect *wdr-5* mutants lacking H3K9me2 to have a short lifespan like *met-2* mutants. Furthermore, in the continued absence of H3K9me2, they should never be able to acquire longevity, even after many generations without WDR-5. To test these possibilities, we generated *wdr-5 met-2* double mutants and followed them for more than twenty generations, assessing lifespan periodically. The lifespan of *wdr-5 met-2* double mutants consistently resembled that of short-lived *met-2* mutants, and *wdr-5 met-2* mutants never became long-lived (Figure 4C).

**Figure 4.**
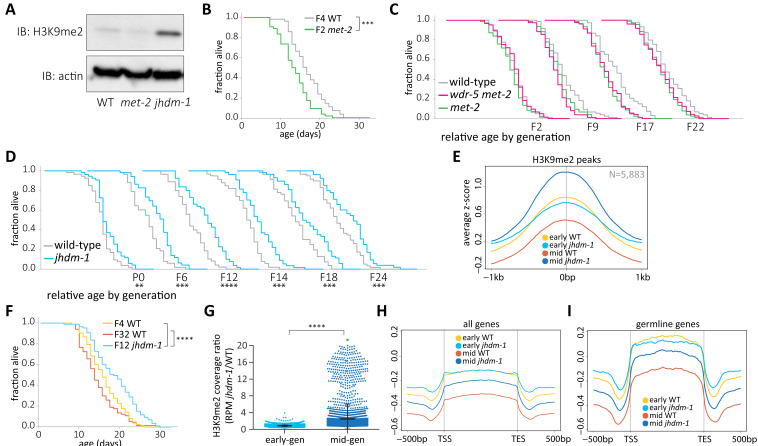
*wdr-5* mutant lifespan extension requires H3K9me2. (**A**) Immunoblot comparing H3K9me2 protein levels in mid-gen mixed-stage wild type to mid-gen *jhdm-1* and mid-gen *met-2* mutants (representative of two independent experiments). Actin is used as a loading control. (**B, F**) Lifespan of early-gen *met-2* mutants (green) and wild type (gray) (**B**) or mid-gen *jhdm-1* mutants (blue) compared to early- (yellow) and late-gen (orange) wild type (**F**). (**C–D**) Generational analysis comparing relative lifespan in *wdr-5 met-2* double mutants (pink) and *met-2* single mutants (green) (**C**) or *jhdm-1* mutants (blue) (**D**) to late-gen wild type (gray). The generation below each assay refers only to mutant populations. For each generation, the x-axis is set at is 40 days. (**E, H, I**) Metaplots of averaged z-score H3K9me2 ChIP-seq signal across H3K9me2 peaks (**E**), all genes (**H**), or germline genes (**I**) in early- and mid-gen populations of wild type (yellow and orange, respectively) and *jhdm-1* mutants (blue and navy, respectively). Line shows mean ChIP-seq signal. Plots are either centered on peak centers (**E**) or pseudoscaled over genes to 1 kb with 500 bp borders on either side, indicated by vertical gray lines (**H– I**). (**G**) H3K9me2 ChIP-seq ratios of *jhdm-1* mutant coverage over wild-type coverage at each H3K9me2 peak. Coverage for each sample is normalized to RPM. Thick line shows mean and whiskers show standard deviation. Green dot represents 65 peaks that lie beyond y-axis scale. *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001 compared to wild-type with log-rank test for lifespan assays or with paired t-test for coverage ratios. Median lifespan and statistics are presented in supplementary file 1, with additional replicates included in supplementary file 3.

**Figure 4—figure supplement 1.**
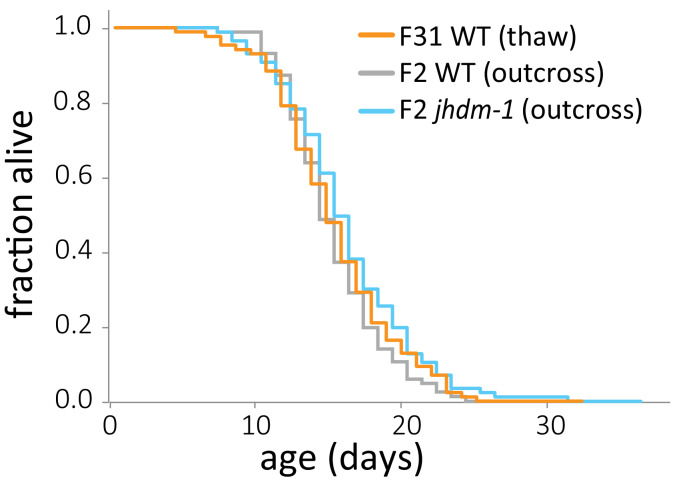
Lifespan does not differ between populations descended from the same outcross. Lifespan of late-gen wild-type animals from a thaw (orange) compared to early-gen wild-type (gray) and *jhdm-1* mutant (blue) populations, both derived from outcrossing mid-gen *jhdm-1* mutants and maintaining the population as heterozygotes for five generations. Lifespan did not significantly differ, by log-rank test. Median lifespan, statistics, and additional replicates are presented in supplementary file 3.

### Increased H3K9me2 and lifespan in *jhdm-1* mutants

To determine whether higher levels of H3K9me2 can confer longevity directly, rather than as a consequence of changes in H3K4me, we examined mutant animals lacking a predicted H3K9 demethylase, JHDM-1. JHDM-1 has homology to *S. pombe* Epe1, a putative demethylase that prevents the inheritance of H3K9me2 across cell divisions (Audergon et al., 2015; Ragunathan et al., 2015). Consistent with a role in removing H3K9me, *jhdm-1* mutants have higher levels of global H3K9me2 compared to mid-gen wild-type animals by immunoblot (Figure 4A). To investigate this increase across the genome, we next examined genomic H3K9me2 and compared it to lifespan in *jhdm-1* mutant populations across generational time. 

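The *jhdm-1* ChIP-seq experiment comprised 4 groups of whole, mixed-stage animals, early- and mid-gen wild type and early- and mid-gen *jhdm-1* mutants. The paper's methods give 2 replicates per group, one with reads of 50 bp and one with reads of 75 bp. In each generation, one of the wild-type libraries is the same library that serves as the third wild-type replicate of the *wdr-5* experiment. The 2 experiments therefore have 2 wild-type libraries in common. The paper's methods describe the same steps of calling and combining peaks for both experiments, so with 2 replicates a peak had to be present in both. The resulting list held 5883 peaks, again with positions only. These peaks covered 6.65 Mb, or 6.64% of the chromosomes. The median peak was 833 bp long, with quartiles of 461.5 and 1395.5 bp, and the longest spanned 27138 bp on Chromosome II, from 1959415 to 1986552. The median length was 1.68 times that in the *wdr-5* experiment, and 1.21 times when peaks within 1 kb of each other were first merged in both lists. The shortest peak was 200 bp long here and 46 bp long in the *wdr-5* list. Gaps under 200 bp made up 0.306% of the gaps here and 16.4% there. Whether the lists were combined alike is therefore uncertain, and lengths and overlaps compared between them carry this limit. Since each list pools its groups, the peaks of wild type and of *jhdm-1* mutants could not be separated.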

To avoid the complication of wild-type lifespan decreasing after a thaw, *jhdm-1* mutants were compared to late-gen wild-type populations that had already attained a steady-state lifespan. Importantly, lifespan in these late-gen wild-type populations was indistinguishable from that of wild-type populations derived from an outcrossed population that had been maintained as *jhdm-1/+* heterozygotes for five generations (p=0.878, log-rank test, Figure 4—figure supplement 1). Early-gen *jhdm-1* mutant populations were slightly longer lived than wild type (Figure 4D), and had similar levels of H3K9me2 enrichment at ChIP-seq peaks (Figure 4E, p=0.004, log-rank test). By mid generations, *jhdm-1* mutants had significantly longer lifespans than their wild-type counterparts, despite having no difference in progeny number (Figure 4D, p=0.0004, log-rank test, and supplementary file 2). With lifespans averaging 30% longer than wild type, *jhdm-1* mutants experienced a more robust longevity effect than *wdr-5* mutants (supplementary files 1 and 3). Similar to *wdr-5* mutants, the increase in *jhdm-1* mutant lifespan corresponded with a genome-wide increase in H3K9me2 enrichment at peaks (Figure 4E). Mid-gen *jhdm-1* mutants had more H3K9me2 than either early-gen *jhdm-1* mutants or any generation of wild type (Figure 4E). The increase in mid-gen *jhdm-1* mutants was particularly pronounced when examining RPM coverage ratios between *jhdm-1* mutants and wild type in mid- versus early-gen populations (Figure 4G, p<0.0001, unpaired t-test).

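In the *jhdm-1* experiment, 3258 peaks overlapped a peak of the *wdr-5* experiment by at least 1 bp. This was 55.4% of the list, with a 95% Wilson interval from 54.1% to 56.6% that covers counting error only. A *jhdm-1* peak could meet more than 1 *wdr-5* peak. There were 2478 peaks that met exactly 1 and 780 that met 2 or more, and the overlapping peaks formed 4453 pairs. From the other side, 4284 of the *wdr-5* peaks overlapped a *jhdm-1* peak, and 59.0% of the list did not. By length, the lists had 2.42 Mb in common, which was 36.4% of the base pairs in the *jhdm-1* list and 29.8% of those in the *wdr-5* list. To find the overlap that chance would give, the *jhdm-1* peaks were shifted around each chromosome by a random distance 100000 times. A shift keeps their lengths and spacing but not their place along the chromosome. The shifted lists shared 1062 peaks on average, with an SD of 168, and 1788 at most. The observed number was 3.07 times this mean (two-sided permutation test, p = 1e-05, the smallest that the resamples can give). The rule for a shared peak changed the share most. When each peak of a pair had to overlap the other by 50% of its length, 16.9% of the *jhdm-1* peaks were shared.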

75% of peaks called in the *jhdm-1* mutant transgenerational experiment were shared with those called in the *wdr-5* mutant transgenerational experiment (Figure 3—figure supplement 1C). This overlap indicated that the H3K9me2 increases in both mutants occurred at similar locations in the genome. 

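The peaks of both experiments lay mainly on the chromosome arms. When each chromosome was divided into 3 parts of equal length, the left and right parts held 92.9% of the *wdr-5* peaks (95% Wilson interval from 92.4% to 93.4%) and 89.9% of the *jhdm-1* peaks (from 89.1% to 90.6%). Chromosome X made up 17.7% of the span and held 5.01% of the *wdr-5* peaks and 6.09% of the *jhdm-1* peaks. The share of *jhdm-1* peaks that overlapped a *wdr-5* peak ranged from 48.9% on Chromosome X to 64.0% on Chromosome V. Chance was not computed for single chromosomes. The *wdr-5* list covered 1.73% of Chromosome X and 7.88% of Chromosome V, so the lower share on X does not mean an overlap closer to chance. When each *jhdm-1* peak was placed at random within its own 1 Mb window, which keeps the concentration on the arms, 1703 peaks were shared on average, and the observed number was 1.91 times that.

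**Figure D1:**
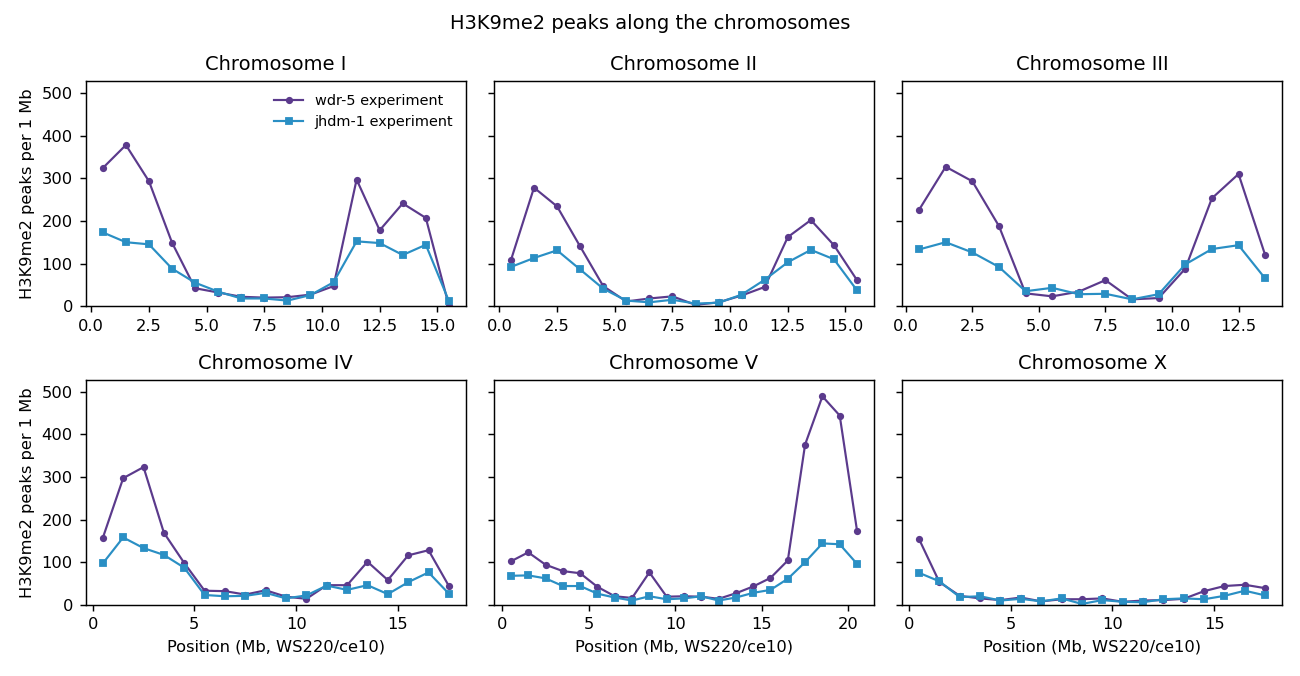
Number of H3K9me2 peaks per 1 Mb window (y axis) along the 6 chromosomes (x axis, position in Mb on WS220/ce10) in the *wdr-5* experiment (purple circles) and the *jhdm-1* experiment (blue squares). Each peak is counted at its midpoint, and the last window of a chromosome is shorter than 1 Mb. The window with the most *wdr-5* peaks, on the right arm of Chromosome V, holds 489 *wdr-5* peaks and 144 *jhdm-1* peaks. The window with the most *jhdm-1* peaks, the first of Chromosome I, holds 173 of them.

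In the region of Chromosome III shown for the *wdr-5* experiment in Figure 3—figure supplement 1A, the *jhdm-1* list held 7 peaks. Of these, 5 lay wholly inside the longest pair of *wdr-5* peaks there and covered 24.1% and 15.2% of them. The longest *jhdm-1* peak there, 2566 bp from 1027204 to 1029769, overlapped no *wdr-5* peak and ended 919 bp from the nearest one.

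**Figure D2:**
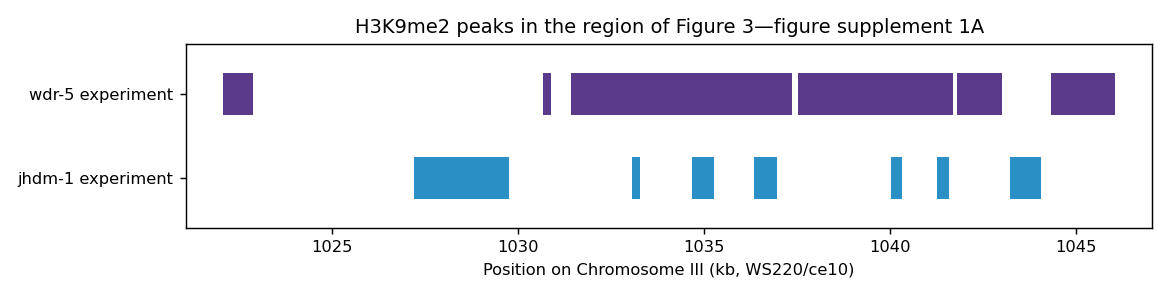
Peaks of the *wdr-5* experiment (purple) and of the *jhdm-1* experiment (blue) in the same region of Chromosome III (x axis, position in kb on WS220/ce10). Each bar spans 1 peak from start to end, and the bars show positions only. There are 6 *wdr-5* peaks and 7 *jhdm-1* peaks, and the 5 short blue bars in the middle lie inside the long purple bars.

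Around *rsks-1*, the *wdr-5* peak outside the gene overlapped a *jhdm-1* peak by 704 bp, and the peak inside the gene had no counterpart in the *jhdm-1* list, whose nearest peak was 2508 bp away. From the overlap of the lists, the paper concludes that H3K9me2 rose at similar places in both mutants. The lists record where peaks were called in any group, wild type included, and hold no change in level.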

To further investigate the location of H3K9me2 peaks, we also examined coverage over all genes as well as over germline genes specifically in *jhdm-1* mutants. In early-gen populations, wild type and *jhdm-1* have similar levels of H3K9me2 at all genes (Figure 4H), including germline genes (Figure 4I). Across generations, wild type experienced a decrease in H3K9me2 enrichment at germline genes and this decrease is dependent upon WDR-5 (Figure 3E). Since the COMPASS complex should be functional in *jhdm-1* mutants, we would not expect H3K9me2 to be protected at germline genes across generations, as it was in *wdr-5* mutants. In long-lived mid-gen *jhdm-1* mutants, we did indeed observe less H3K9me2 enrichment at germline genes (Figure 4I), as we did at all genes (Figure 4H), although the reduction was not as large as we observed in their wild-type counterparts (Figure 4I). This H3K9me2 decrease over genes was particularly notable when compared to the overall accumulation of H3K9me2 at all peaks in mid-gen *jhdm-1* mutants (Figure 4E).

### Inheritance of longevity requires H3K9me2

Greer and colleagues found that genetically wild-type descendants of long-lived *wdr-5* mutants are as long-lived as their mutant ancestors for up to four generations (Greer et al., 2011). Since H3K9me2 is required for the lifespan extension of *wdr-5* mutants, it may also be the transgenerational factor inherited by their wild-type descendants. Using long-lived late-gen *wdr-5* mutants, we recapitulated the observation that F3 genetically wild-type descendants of *wdr-5* mutants (labeled WT (*wdr-5*)) were as long-lived as their *wdr-5* mutant cousins descended from the same population (labeled *wdr-5* (*wdr-5*)) (Figure 5A and B, p=0.04 and p=0.01, respectively, log-rank test) (Greer et al., 2011). As originally reported, we found that the lifespan extension of genetically wild-type descendants reverted by generation F5 (Figure 5C, p=0.47, log-rank test) (Greer et al., 2011). We next tested whether H3K9me2 is required for the inheritance of longevity by removing MET-2 from otherwise wild-type descendants of long-lived *wdr-5* mutants (Figure 5D). We used long-lived late-gen *wdr-5* mutants to generate homozygous *wdr-5* mutants that were also *met-2*/+ heterozygote mutants (labeled ‘*wdr-5*’). F3 *met-2* mutant descendants of ‘*wdr-5’* mutants (labeled *met-2* (*‘wdr-5’*)) were significantly shorter-lived than a wild-type control population (17%, p<0.0001, log-rank test), and resembled the short lifespan of *met-2* mutants (Figure 5—figure supplement 1, p=0.48, log-rank test). In contrast, their F3 genetically wild-type cousins descended from the same ancestral population (labeled WT (*‘wdr-5’*)) were still long-lived (Figure 5E, p=0.04, log-rank test). Therefore, MET-2 was required for the inheritance of longevity by descendants of *wdr-5* mutants.

**Figure 5.**
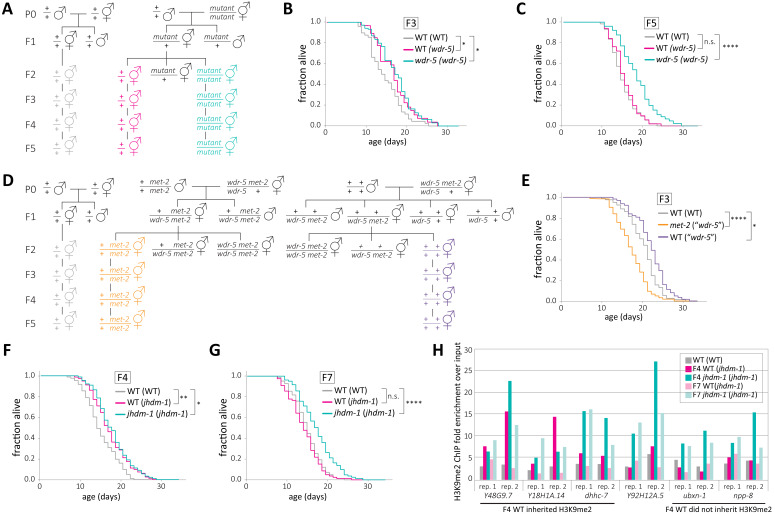
H3K9me2 facilitates the inheritance of longevity by wild-type descendants. (**A, D**) Genetic schemes for generating wild-type descendants from single mutants (**A**) or *met-2* mutant descendants from long-lived *wdr-5 met-2/wdr-5 +* mutants (**D**). (**B–C**) Lifespan of genetically wild-type F3 (**B**) or F5 (**C**) descendants of long-lived *wdr-5* mutants (WT (*wdr-5*), pink), compared to *wdr-5* mutants (*wdr-5* (*wdr-5*), teal)) and descendants of wild-type animals (WT (WT), gray). (**E**) Lifespan of F3 *met-2* mutants (*met-2* (‘*wdr-5*’), gold) and genetically wild-type mutants (WT (‘*wdr-5*’), purple)) descended from long-lived *wdr-5 met-2/+ wdr-5* mutants compared to descendants of wild-type animals (WT (WT), gray). (**F–G**) Lifespan of genetically wild-type F3 (**F**) or F5 (**G**) descendants of long-lived *jhdm-1* mutants (WT (*jhdm-1*), pink), compared to *jhdm-1* mutants (*jhdm-1* (*jhdm-1*), teal) and descendants of wild-type animals (WT (WT), gray). *p<0.05, **p<0.01 ****p<0.0001 compared to WT (WT) using log-rank test. Median lifespan and statistics are presented in supplementary file 1, with additional replicates included in supplementary file 3. (**H**) Fold enrichment of H3K9me2 ChIP compared to input measured by qPCR at six peaks enriched for H3K9me2 in mid-gen *jhdm-1* ChIP-seq. Two ChIP replicates are shown. Samples were mixed-stage animals from wild-type descendants of wild-type animals (WT (WT), gray), F4 and F7 genetically wild-type descendants from mid-gen *jhdm-1* mutants (WT (*jhdm-1*), dark and light pink respectively), and F4 and F7 *jhdm-1* mutants descended from mid-gen *jhdm-1* mutants (*jhdm-1* (*jhdm-1*), dark and light teal, respectively). Relative DNA quantities used to calculate fold enrichment are included in supplementary file 4.

**Figure 5—figure supplement 1.**
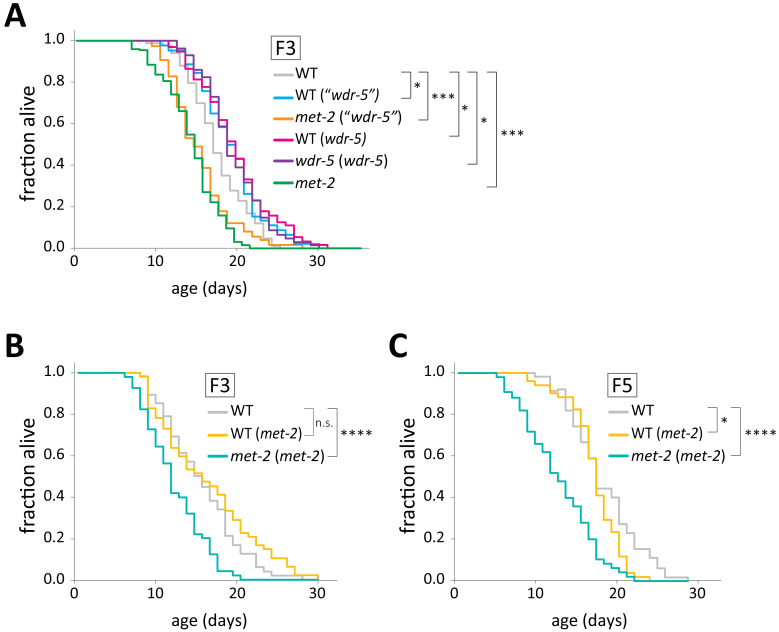
The short lifespan of *met-2* mutants is not heritable. (**A**) Lifespan of F3 *met-2* mutants (*met-2* (‘*wdr-5*’), orange) and genetically wild-type mutants (WT (‘*wdr-5*’), blue)) descended from long-lived *wdr-5 met-2/+ wdr-5* mutants, as well as genetically wild-type descendants of long-lived *wdr-5* mutants (WT (*wdr-*5) pink) and *wdr-5* mutants (*wdr-5 (wdr-5)*, purple), compared to descendants of wild-type animals (WT (WT), gray) and to late-gen *met-2* mutants (green). (**B–C**) Lifespan of genetically wild-type F3 (**B**) or F5 (**C**) descendants of short-lived *met-2* mutants (WT (*met-2*), gold) compared to *met-2* mutants descended from the same parental population (*met-2* (*met-2*), teal) and descendants of wild-type animals (WT (WT), gray). Genetic scheme follows that used in Figure 5A. *p<0.05, ***p<0.001, and ****p<0.0001 with log-rank test. Median lifespan, statistics, and an additional replicate for (**B–C**) are presented in supplementary file 3.

**Figure 5—figure supplement 2.**
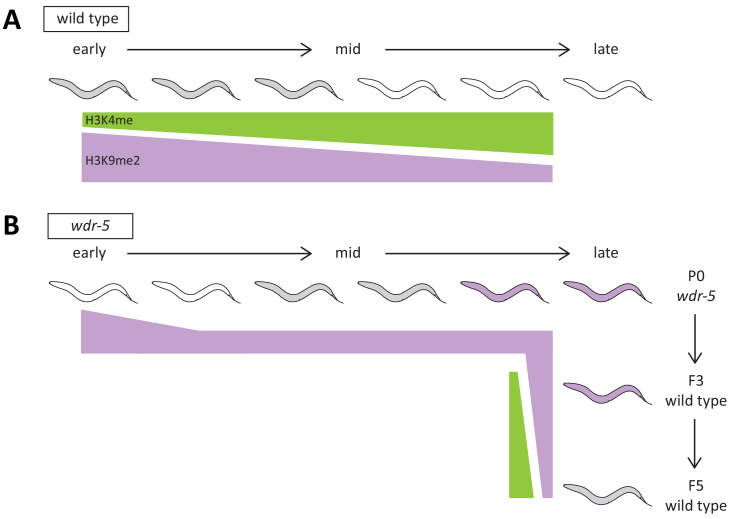
Summary figure of model. (**A–B**) Representation of genomic H3K4me (green) and H3K9me2 (purple) through generational time as lifespan changes in wild type (**A**) or *wdr-5* mutants (**B**). Color of animal represents lifespan: white indicates short-lived, gray indicates normal, and purple indicates long-lived. In (**A**), lifespan is compared to P0 wild-type animals recovered from a thaw. In (**B**), lifespan is compared to wild type of the same generation. After *wdr-5* mutants become long-lived in late-gen populations (**B**), their genetically wild-type descendants inherit both elevated H3K9me2 and longevity. By the fifth generation, genomic H3K4me and H3K9me2 levels are rebalanced and lifespan reverts to normal.

Eliminating MET-2 abrogated the inheritance of *wdr-5* mutant longevity, but this suppression could have been caused either by loss of H3K9me2 or by another factor responding to its absence. *met-2* mutants had shorter lifespans than wild type (Figure 4B). If H3K9me2 is the primary factor mediating inheritance of longevity, a normal chromatin state should be established by restoring H3K9me2 through the reintroduction of MET-2. Therefore, the decreased lifespan of *met-2* mutants should not be inherited by wild-type progeny. F3 and F5 genetically wild-type descendants of *met-2* mutants had a normal lifespan (Figure 5—figure supplement 1, p=0.34, log-rank test), consistent with H3K9me2 mediating longevity.

Similar to *wdr-5* mutants, *jhdm-1* mutants had longer lifespans and more H3K9me2 (Figure 4). If elevated H3K9me2 can directly mediate the transgenerational inheritance of longevity, we would also expect the longevity of *jhdm-1* mutants to be heritable. We examined the lifespan of genetically wild-type animals descended from long-lived *jhdm-1*. F4 wild-type animals descended from *jhdm-1* mutants (labeled WT (*jhdm-1*)) had a significant increase in lifespan compared to wild-type controls (17%, p=0.007, log-rank test), and were as long-lived as F4 *jhdm-1* mutants descended from the same *jhdm-1* mutant population (labeled *jhdm-1 (jhdm-1)*) (17% compared to wild-type controls, p=0.010, log-rank test) (Figure 5F, following the same genetic scheme as Figure 5A). By generation F7, the lifespan of genetically wild-type descendants from *jhdm-1* mutants reverted to resemble that of wild-type controls (Figure 5G, p=0.45). Both the inheritance of longevity and its reversion after five to seven generations mirrored what was observed in *wdr-5* mutants, indicating that the same mechanism may be responsible for both phenomena.

If H3K9me2 is the heritable factor that enables increased lifespan in wild-type descendants of long-lived *wdr-5* and *jhdm-1* mutants, we would expect H3K9me2 levels to remain high at some loci in long-lived wild-type descendants. To examine this possibility, we assayed H3K9me2 enrichment over generational time. By western blot, global H3K9me2 levels were fairly low, making it difficult to detect the inheritance of enriched H3K9me2. For a more quantitative measure of H3K9me2 enrichment, we used ChIP-qPCR on wild-type descendants of long-lived *jhdm-1* mutants, choosing six loci that had high levels of H3K9me2 in long-lived *jhdm-1* mutants by ChIP-seq (Figure 5H). At all loci, H3K9me2 levels were elevated in *jhdm-1* mutant populations and were relatively low in a late-gen wild-type control, which confirmed our ChIP-seq results (Figure 5H). At three of the loci examined, H3K9me2 levels remained high in long-lived F4 wild-type animals descended from long-lived *jhdm-1* mutants, and dropped back to low levels in F7 wild-type descendants of *jhdm-1* mutants. At a fourth locus, H3K9me2 levels remained high in one of two long-lived F4 wild-type replicates. At two other loci, H3K9me2 levels were low in all wild-type descendants of *jhdm-1* mutants, indicating that the elevated H3K9me2 was not inherited at a subset of loci.

## Discussion

Lifespan is a complex trait determined by many factors, including overall chromatin state. In this study, we find that lifespan gradually increases with each generation in populations lacking WDR-5 activity for at least twenty generations. These data provide a rare example of a complex trait acquired transgenerationally across successive generations.

We were surprised to find that wild-type lifespan decreases over generational time in populations recovering from a thaw. The changes in wild-type lifespan indicate that lifespan can be modulated transgenerationally irrespective of any mutations in chromatin modifiers. If a trait as complex as lifespan can change over time without a mutation, it seems likely that other phenotypes may be epigenetically regulated over generational time. In addition, the transgenerational nature of wild-type lifespan could account for some discrepancies in the *C. elegans* aging field. We find that after starving or recovering from a thaw, wild-type lifespan decreases for about twelve generations before reaching a steady state. These data, along with other studies, suggest that starving increases lifespan by altering the epigenetic landscape (Rechavi et al., 2014; Webster et al., 2018). Independent of any lifespan changes in wild-type populations, the extension of lifespan in *wdr-5* mutants is truly caused by loss of COMPASS activity, because late-gen *wdr-5* mutants live longer than any generation of wild type. This could account for why the transgenerational nature of *wdr-5* mutant longevity had not previously been reported. Ultimately, we see the greatest difference in lifespan when comparing late-gen wild-type and late-gen *wdr-5* mutant populations (on average, a 22% increase), recapitulating prior observations (Greer et al., 2010).

Two pieces of evidence indicate that the transgenerational increase of lifespan in *wdr-5* mutants is an epigenetic phenomenon. First, the COMPASS complex deposits transcription-coupled H3K4me, a modification that is able to be inherited between generations (Heard and Martienssen, 2014; Katz et al., 2009). Second, the lifespan increase in *wdr-5* mutants can be reset and subsequently reproduced, making it unlikely that longevity is caused by background genetic effects. But what changes over so many generations in *wdr-5* mutants? In the continued absence of COMPASS activity, *wdr-5* mutants have less H3K4me2/3 (Greer et al., 2010; Li and Kelly, 2011). However, it is difficult to imagine how a modification missing for so many generations could account for the inheritance of longevity in animals that have normal COMPASS activity (Greer et al., 2011). Thus, we wondered whether the loss of COMPASS activity affects another heritable factor.

The gradual appearance of longevity in *wdr-5* mutant populations suggests that this factor accumulates over many generations, while two other findings indicate that it resides in the germline. First, heritable factors must be passed through germline tissue, whether they are genetically or epigenetically inherited. Second, a proliferating germline is required for longevity in *wdr-5* mutants (Greer et al., 2010). Therefore, in this study we examined whether H3K9me2 might be the heritable factor that confers longevity. Across generational time, we found that the relative enrichment of H3K9me2 generally correlates with longevity in both wild-type and *wdr-5* mutant populations, raising the possibility that H3K9me2 may be protective for lifespan. Our approach to ChIP-seq does not allow us to compare absolute quantities of H3K9me2 across samples, but we are able to detect a relative H3K9me2 enrichment in the populations that experienced the most significant changes in lifespan. For example, the largest decrease in wild-type lifespan occurs between early- and mid-gen populations, which is when we observe a genome-wide decrease in H3K9me2. Similarly, the largest increase in *wdr-5* mutant lifespan occurs between mid- and late-gen populations, correlating with a genome-wide increase H3K9me2 enrichment. Overall, among the transgenerational populations examined, we find that relative H3K9me2 enrichment changes most during the same generations that lifespan changes. However, it should be noted that, although the overall trend of H3K9me2 enrichment does parallel the lifespan changes we observe, the correlation is not absolute. For example, there are generational time periods where H3K9me2 enrichment decreases even as lifespan remains unchanged: in mid- to late-gen wild-type populations, and in early- to mid-gen *wdr-5* mutants. This discrepancy may be due to the fact that only a subset of loci, of the thousands identified, may be responsible for extending lifespan.

The general correlation between H3K9me2 enrichment and longevity is further supported by our finding that the H3K9 methyltransferase MET-2 is necessary both for a normal lifespan and for the lifespan extension of *wdr-5* mutants. However, multiple pathways are able to shorten lifespan (Kenyon, 2010). To test whether higher levels of H3K9me2 can extend lifespan independent of COMPASS activity, we examined animals lacking JHDM-1, a putative H3K9 demethylase. The absence of JHDM-1 is sufficient to increase lifespan. Additionally, longevity appears more quickly in *jhdm-1* mutants than in *wdr-5* mutants, perhaps because JHDM-1 has a more direct effect on H3K9me2 than COMPASS. Within a few generations, we observe that long-lived *jhdm-1* mutants have already experienced a large increase in H3K9me2 enrichment. This result provides further evidence of the correlation between longevity and H3K9me2. In addition, the majority of H3K9me2 peaks in long-lived *jhdm-1* mutants are shared with long-lived *wdr-5* mutants, which is consistent with the possibility that lifespan extension is caused by similar means in both mutants. Finally, we noticed that mid- or late-gen *jhdm-1* mutants appear healthier than their *wdr-5* mutant counterparts, indicating that H3K9me2 may affect health-span in addition to lifespan.

Based on our data, we developed the following model. Normally, WDR-5 functions as a component of COMPASS to add H3K4me during transcription. After thawing or starving, the genome has elevated H3K9me2, which is eroded in subsequent generations by the deposition of transcription-coupled H3K4me. This H3K9me2 reduction gradually reduces lifespan (Figure 5—figure supplement 2A). In wild type, the continued presence of COMPASS activity in the germline keeps H3K9me2 levels low over genes by maintaining H3K4me levels. COMPASS’s maintenance of H3K4me over expressed genes occurs even when H3K9me2 levels are elevated overall in *jhdm-1* mutants. In *wdr-5* mutants, the lack of transcription-coupled H3K4me protects H3K9me2 in the genome, allowing it to accumulate at germline genes over generational time and extend lifespan (Figure 5—figure supplement 2B). Thus, we propose that the transgenerational inheritance of H3K9me2 extends lifespan in *wdr-5* mutants.

Our model may also explain how longevity is transgenerationally inherited in genetically wild-type descendants of COMPASS mutants (Greer et al., 2011). Inappropriately high H3K9me2 in long-lived *wdr-5* mutants could be inherited by their descendants, initially preventing COMPASS from restoring a steady-state chromatin environment and conferring longevity. After several generations of normal COMPASS activity, H3K4me would then reestablish wild-type levels of H3K9me2, resulting in the reversion to normal lifespan by the fifth generation (Figure 5—figure supplement 2B). Consistent with H3K9me2’s involvement in the inheritance of longevity, we find that MET-2 is necessary for the inheritance of *wdr-5* mutant longevity. Furthermore, if H3K9me2 mediates inheritance directly, we would not expect the short lifespan of *met-2* mutants to be inherited when H3K9me2 is restored by MET-2. We show that F3 genetically wild-type descendants of *met-2* mutants have normal lifespans, suggesting that H3K9me2 is directly involved in inheritance of longevity. However, this genetic interaction does not distinguish whether MET-2’s effect on inheritance is directly through H3K9me2 or through another factor responding to the absence of H3K9me2.

The extended lifespan of *jhdm-1* mutants allows for an independent test of whether H3K9me2 mediates the inheritance of longevity. If H3K9me2 is the mechanism by which descendants of COMPASS inherit their longevity, it should be heritable and confer longevity no matter the genetic background. Similar to what was previously reported for *wdr-5* mutants, we find that F4 wild-type descendants of long-lived *jhdm-1* mutants are long-lived, and longevity reverts to normal in F5-F7 descendants. In addition, at four out of six H3K9me2 ChIP-seq peaks examined by ChIP-qPCR, we find evidence that elevated H3K9me2 levels remain high in F4 genetically wild-type descendants of long-lived *jhdm-1* mutants. This result suggests that H3K9me2 enrichment can be inherited at a subset of loci. By F7, when the lifespan of genetically wild-type descendants has reverted to wild-type levels, we find that H3K9me2 enrichment has also decreased back to wild-type levels at these four loci. Based on these observations, we propose that H3K9me2 is also the factor that allows for the transgenerational inheritance of longevity.

Previously, mutants lacking the H3K4 demethylase SPR-5 were found to acquire increased lifespan after six to ten generations (Greer et al., 2016). Thus, we considered the possibility that *spr-5* and *wdr-5* mutants share a common mechanism. However, *spr-5* mutants accumulate the active modification H3K4me2 (Katz et al., 2009), which differs from the H3K9me2 accumulation observed in *wdr-5* mutants. Additionally, *spr-5* mutant longevity is mediated by the known DAF-36/DAF-12 lifespan signaling pathway (Greer et al., 2016), whereas the lifespan extension of COMPASS mutants occurs independent of this pathway. Therefore, it is likely that different mechanisms underlie the transgenerational acquisition of longevity in these mutants.

Although this work demonstrates that H3K9me2 functions in the establishment and inheritance of extended lifespan, it does not address the mechanism by which H3K9me2 affects longevity. However, the increased lifespan in COMPASS mutants has been linked to the fatty acid desaturation pathway in the intestine (Han et al., 2017). It is not clear how these metabolic changes correlate with the transgenerational acquisition of longevity in COMPASS mutants or its inheritance by wild-type descendants. Nevertheless, the increase in mono-unsaturated fatty acids in COMPASS mutants is at least partially mediated by downregulating germline target genes, including the S6 kinase *rsks-1* (Han et al., 2017). When we examined H3K9me2 at this locus over generational time, we found that late-gen *wdr-5* mutants had much higher H3K9me2 enrichment than their wild-type counterparts, matching the overall trend we see at all H3K9me2 peaks. Thus, it is possible that the accumulation of mono-unsaturated fatty acids in COMPASS mutants may be caused by higher levels of H3K9me2 in long-lived populations. Further work will be necessary to determine whether this is the case.

Overall, we have established a role for a heterochromatic histone modification in both the establishment and inheritance of a complex trait. This work also relates two seemingly disparate theories of aging that are widely observed among eukaryotes: the disposable soma theory of aging, which is based on observations that reproductive ability often comes at the expense of lifespan (Kirkwood and Holliday, 1979), and the heterochromatin loss model of aging, which is based on the observation that heterochromatin declines with age (Tsurumi and Li, 2012; Villeponteau, 1997). Our model proposes a mechanism that could connect both theories: if reduced heterochromatin is a burden on lifespan, then limiting H3K9me2 through transcription-coupled H3K4me deposition in the germline may represent one cost of maintaining a germline.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Caenorhabditis elegans*, hermaphrodite)	N2 wild type	Wormbase	WB Cat# N2_(ancestral), RRID:WB-STRAIN:N2_(ancestral)	
Genetic reagent (*C. elegans*, hermaphrodite)	*wdr-5 (ok1417) III*	Wormbase	WB Cat# RB1304; RRID:WB-STRAIN:RB1304	
Genetic reagent (*C. elegans*, hermaphrodite)	*met-2 (n4256) III*	Wormbase	WB Cat# MT13293; RRID:WB-STRAIN:MT13293	
Genetic reagent (*C. elegans*, hermaphrodite)	*jhdm-1 (ok2364) III*	Wormbase	WB Cat# RB1826, RRID:WB-STRAIN:RB1826	
Genetic reagent (*C. elegans*, hermaphrodite)	*wdr-5 (ok1417) met-2 (n4256)/qC1 qIs26 [lag-2::GFP + pRF4 rol-6(su1006)] III*	this paper		recombinant chromosome III isolated by crossing MT13293 and RB1304, then crossed to KW2203 to maintain over qC1 balancer
Antibody	Mouse monoclonal anti-H3K9me2	Abcam	Abcam:ab1220; RRID:AB_449854	WB: 1:500
Antibody	Mouse monoclonal anti-actin	Millipore/Upstate	Millipore:MAB1501; RRID:AB_2223041	WB: 1:5000
Antibody	rabbit polyclonal secondary anti-mouse IgG (HRP)	Abcam	Abcam:ab6728; RRID:AB_955440	WB: 1:3000
Commercial assay or kit	ECL Plus	Amersham Biosciences	Amersham Biosciences:RPN2106	
Commercial assay or kit	Chromatin Immunoprecipitation Assay Kit	EMD Millipore	EMD Millipore:17–295	
Commercial assay or kit	iO SYBR Green Supermix	Bio-Rad	Bio-Rad:1708882	
Software	Bowtie2	PMID: 22388286	RRID:SCR_005476	
Software	MACS v2.1.1	PMID: 22936215	RRID:SCR_013291	
Software	deepTools2	PMID: 27079975	RRID:SCR_016366	
Software	Integrated Genome Viewer (IGV)	PMID: 22517427		
Software	SeqPlots	PMID: 27918597		
Software	BEDtools v2.27.1	PMID: 20110278	RRID:SCR_006646	

### Strains

All *C. elegans* strains were cultured at 20°C on 6 cm nematode growth media (NGM) agar plates with OP50 bacteria grown in Luria Broth (LB). Strains used were: N2: wild-type (Bristol isolate); RB1304: *wdr-5 (ok1417) III*; MT13293: *met-2 (n4256) III*; RB1826: *jhdm-1 (ok2364) III*; and *wdr-5 (ok1417) met-2 (n4256)/qC1 qIs26 [lag-2::GFP + pRF4 rol-6(su1006)] III*.

### Single-worm genotyping

Single animals were picked into 5–10 µl of lysis buffer (50 mM KCl, 10 mM Tris-HCl (pH 8.3), 2.5 mM MgCl_2_, 0.45% NP-40, 0.45% Tween-20, 0.01% gelatin) and incubated at 65°C for 1 hr followed by 95°C for 30 min. PCR reactions were performed with AmpliTaq Gold (Invitrogen) according to the manufacturer’s protocol and reactions were resolved on agarose gels. The following genotyping primers were used: *wdr-5 (ok1417):* CCCAAACTCCCAATCCAAACG, GTGTGCTGGGAGGGTTTTTA, GGATGACAATCGGAGGCTAG; *met-2 (n4256):* GTCACATCACCTGCATCAGC, ATTTCATTACGGCTGCCAAC, ATTCGAAAAATGGACCGTTG, TCTATTCCCAGGAGCCAATG; *jhdm-1 (ok2364):* GAAATAAATGCGTGCCGGACC, CGTTCTAGTTCAAGACGTTCAGGTG, TCCATTCTGGGATCATAGTTATACG.

### Transgenerational experiments

For each strain, three L4 hermaphrodites were transferred every fourth day from the previous population, except for *met-2* or late-generation *wdr-5* populations, in which four to six gravid young adults were transferred to ensure the selection of fertile animals. To reset populations, strains were either thawed or maintained as heterozygote mutant populations for five generations before homozygous mutant animals were selected to be the P0 generation. For analysis of populations recovering from starvation, progeny of arrested L1s were considered P0. For analysis of populations recovering from a thaw, progeny of surviving L1s were considered P0. Populations were genotyped periodically throughout the transgenerational experiment. For the starvation experiment in Figure 1—figure supplement 2C, gravid hermaphrodites from late-gen populations were laid embryos on NGM plates with no OP50 bacterial lawn. Hatched L1s were kept without food for six days before being transferred to plates with OP50. The progeny of these starved L1s were used in the lifespan assay.

### Lifespan assays

Assays were performed at 20°C on NGM agar plates that did not contain 5-fluoro-2’-deoxyuridine (FUdR). On Day 1, young adults (on their first day of egg-laying) were allowed to lay for 4–6 hr to hatch a synchronized population for the assay. When progeny were L4s or young adults, 90 animals per condition were transferred to new plates, with 30 animals per plate. Animals were transferred every day or every other day during their fertile period (usually the first ten days of adulthood). Plates were scored daily and animals marked as dead if they did not move in response to repeated prodding with a platinum pick. Animals were censored from analysis if they died from ruptured vulvas, matricide (‘bag of worms’ phenotype), or crawling off the agar. Kaplan-Meier survival curves were generated in GraphPad Prism and significance was calculated using a log rank test (Mantel-Cox). Lifespan differences are reported as percentages of median lifespans. The following core observations were repeated in double-blind experiments: transgenerational acquisition of longevity in *wdr-5* mutants (Figure 1), the change in wild-type lifespan after freezing (Figure 2A), and the requirement for MET-2 in inheritance of *wdr-5* mutant lifespan (Figure 5E).

### Progeny count assay

Individual hermaphrodites were cloned as L4s and transferred daily until no longer fertile. Progeny were scored as L4s or young adults. Each experiment started with broods of at least five animals, although broods were censored if mothers died before the end of their laying period. Significance was calculated using an unpaired t-test.

### Protein analysis by immunoblot

To generate protein extract, animals were cultured with OP50 on six to twelve 10 cm NGM agar plates. Mixed-stage populations were collected by washing off plates with PBS, pelleted in 500 µl of PBS, and flash frozen. Frozen pellets were thawed, resuspended in NE2 buffer (250 mM sucrose,10 mM HEPES (pH 7.9), 450 mM NaCl, 2 mM MgCl_2_, 2 mM CaCl_2_, 0.1% Triton-X100), and flash frozen. Frozen pellets were then disrupted by a 7 ml Type B glass Dounce homogenizer and allowed to lyse on ice for 15 min. Pellets were washed two times in cold PBS, then resuspended in 20 mM Tris-HCl (pH 7.9). Extracts were resolved with 12% Mini-PROTEAN TGX Stain-Free Protein Gels (BioRad) and transferred to nitrocellulose membranes. Primary antibodies were: 1:500 H3K9me2 antibody (ab1220, Abcam) and 1:5000 actin (MAB1501 (Millipore/Upstate)). Primary antibodies were visualized using 1:3000 Rabbit Anti-Mouse IgG H and L (HRP) (ab6728, Abcam) and ECL Plus (Amersham Biosciences). Quantification was performed using a ChemiDoc MP and Image Lab software (BioRad).

### Chromatin immunoprecipitation

To generate chromatin extract, animals were cultured with OP50 on six to twelve 10 cm NGM agar plates. Mixed-stage populations were collected by washing off plates with PBS, pelleted in 500 µl of PBS, and flash frozen. Frozen pellets were disrupted by a 7 ml Type B glass Dounce homogenizer, fixed for ten minutes with 1% formaldehyde (diluted from 37% (w/v)) at 37°C and quenched with 125 mM glycine. ChIP samples were processed with a Chromatin Immunoprecipitation Assay Kit (EMD Millipore) according to manufacturer’s instructions. Samples were sonicated using a Diagenode Bioruptor UCD-200 at 4°C for 15 min on high, with a cycle of 45 s on and 15 s off. 1/20^th^ of sample volume was taken for input controls. For immunoprecipitation, extracts were incubated overnight at 4°C with 10 µl of H3K9me2 antibody (ab1220, Abcam). DNA was extracted by phenol-chloroform and ethanol precipitated.

### High-throughput sequencing and data analysis

Samples were sent for library preparation and sequencing at either the HudsonAlpha Genomic Services (Huntsville, AL, USA) or the Georgia Genomics and Bioinformatics Core (Athens, GA, USA). For *wdr-5* mutant replicates 1 and 2 and for *jhdm-1* mutant replicate 1, single-end 50 bp sequencing was performed on the IIlumina HiSeq v4 platform. For *wdr-5* replicate three and *jhdm-1* replicate 2, single-end 75 bp sequencing was performed on the Illumina NextSeq platform. Reads were filtered and aligned to genome WS220/ce10 using Bowtie2 (Langmead and Salzberg, 2012) using default settings. Peaks were called with MACS v2.1.1 (Feng et al., 2012) using the following parameters: --bw 150 -q. 01 --nomodel --broad. Peaks were required to be present in at least two replicates from the same genotype and generation, and the union of all peaks was used for the final peak list. bamCoverage in deepTools2 (Ramírez et al., 2016) was used to generate bedGraph coverage tracks in 10 bp bins, with blacklisted regions excluded (blacklist obtained from McMurchy et al., 2017), using the following parameters: -bs 10, -e 200, --normalizeUsing None. 

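The final lists differ in the size and spacing of their peaks. Neither list holds peaks that overlap or adjoin. The shortest peak of the *wdr-5* experiment was 46 bp long, and 1035 peaks, or 9.90% of the list, were shorter than 200 bp. The shortest peak of the *jhdm-1* experiment was 200 bp long, a length shared by 90 of its peaks. The median gap between neighbouring peaks was 1488 bp in the *wdr-5* list and 5438 bp in the *jhdm-1* list. Gaps under 200 bp made up 16.4% of the gaps in the *wdr-5* list, 1714 in number, and 0.306% of those in the *jhdm-1* list, 18 in number.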

Z-score was used to normalize coverage in 10 bp bins for each replicate, and the average for each bin was calculated from all three replicates to generate average z-score coverage tracks. bedGraphs were converted to bigWig coverage tracks using UCSC bedGraphToBigWig utility. Tracks were visualized on Integrated Genome Viewer (IGV) (Thorvaldsdóttir et al., 2013). Metaplots were visualized from average z-score coverage tracks using SeqPlots (Stempor and Ahringer, 2016). Coverage counts over peaks was identified using multicov in bedtools v2.27.1 (Quinlan and Hall, 2010), normalized to reads per million, and averaged between all three replicates for coverage ratio analysis. The list of germline genes was modified from Reinke et al. (2004).

### Quantitative PCR

Samples were prepared for ChIP as above, with the addition of a no-antibody-added control. DNA from two replicate ChIPs was quantified by real-time PCR, using iO SYBR Green Supermix (BioRad). The following primers were used: *Y48G9.7* (ATCTGCTTGGGACACTGC and AAATTGGACGACTGCAACAGC) *Y18H1A.14* (ATCAGTGAACACGGGATTCTGG and TTTGGCTCGGACATATCTGG); *C17D12.1* (CCTGAATCGTTCATCTGCAACTG and TTTCCTGACACAACGCTTGC); *Y92H12A.5* (GATCCGCCAAGTGATCTACAGTC and ACCCATCGTCGCCTCACTAATAC); *ubxn-1* (AGAACGAAGACGAAATCGCCAG and CAGGCTTTGCCTCTGGAACC); *npp-8* (GAGATTGGTGCAGAGTGCTGTG and AGCAGCTCTCAAGAGGCAAAG). Fold-enrichment was calculated as ((Ab ChIP/Ab input) / (no-Ab ChIP/no Ab input)). Raw relative DNA quantities are included in supplementary file 4.

### RNA interference

*Escherichia coli* HT115 transformed with a vector expressing dsRNA of *wdr-5.1* was obtained from the Ahringer library (Source BioScience). RNAi bacteria and an empty vector control was grown at 37C and seeded on RNAi plates (standard NGM plates containing ampicillin (100 mg/ml) and isopropylthiogalactoside (IPTG; 0.4 mM)) left at room temperature to induce for at least 24 hr. Gravid adults were placed on RNAi plates for six hours to obtain synchronized populations of worms. For lifespan assays, L4 animals obtained from these synchronized populations were transferred to fresh RNAi plates seeded with the respective bacteria; animals were transferred to freshly seeded RNAi plates every two days during their fertile period, and once a week thereafter. Transgenerational populations were maintained transferred to fresh RNAi plates every two days.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE129928. The following dataset was generated: TeresaWei-sy LeeHeidiShira DavidAmandaKathryn EngstromBrandonScott CarpenterDavidJohn Katz2019H3K9me2 protects lifespan against the transgenerational burden of germline transcription in C. elegansNCBI Gene Expression OmnibusGSE129928

How the deposited data were processed for this re-analysis (not part of the article)

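H3K9me2 ChIP-seq was measured in whole, mixed-stage *C. elegans* in 2 experiments. The *wdr-5* experiment compared *wdr-5* mutants with wild type in early-, mid- and late-gen populations, which makes 6 groups with 3 replicates each by the paper's methods. The *jhdm-1* experiment compared *jhdm-1* mutants with wild type in early- and mid-gen populations, which makes 4 groups with 2 replicates each. The sample labels state that in the early- and mid-gen groups 1 wild-type library of the *jhdm-1* experiment is also the third wild-type library of the *wdr-5* experiment. Each sample record holds all replicates of a group.

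The authors filtered the reads, aligned them to WS220/ce10 with Bowtie2 at default settings and called peaks per replicate with MACS in its broad mode. They required a peak to be present in at least 2 replicates of one genotype and generation and deposited, for each experiment, the union of all such peaks. The 2 deposited lists have 3 columns, the chromosome, start and end of each peak, and no score, count, coverage or p-value. The depth of the libraries is unknown from them, no replicate can be left out, and no group can be compared with another. The levels of H3K9me2 by genotype and generation, the metaplots and the coverage ratios were therefore not analysed here. The lists were used as deposited, without a further filter. Positions are printed counted from 1.

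The number of peaks, their lengths and gaps, and the length they cover were computed for each list with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and numba 0.67.0. Chromosome spans were taken from the first base to the last peak end in either list. Peaks were called shared when they overlapped by at least 1 bp, since no minimum is given in the paper's text, and the counts were checked with bedtools 2.31.1. Chance overlap was taken from 100000 circular shifts of the *jhdm-1* peaks along each chromosome, with a two-sided permutation test. Differences in median peak length were set against 100000 permutations of the peaks. Each of these gave p = 1e-05, the smallest the permutations can give. Peaks are not biological replicates, so these tests describe the lists and not the animals. Intervals of shares are 95% Wilson intervals. The overlap functions and the shift test were tested on simulated lists. All 120 planted shared peaks were found, and of 200 pairs of random lists 3.5% had a p-value under 0.05. The random lists were spread evenly along a chromosome. This rate therefore does not cover lists that gather on the same arms, which the shifts do not allow for.

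The alternatives, chosen before the data were examined, were a minimum overlap of 50% of the *jhdm-1* peak or of both peaks, peaks within 1 kb counted as shared, peaks of at least 500 bp, autosomes only, peaks within 1 kb merged, shares of base pairs, random placement of peaks within 1 Mb windows or within each chromosome, and chromosomes divided into 4 parts in place of 3 parts of equal length, with the outermost parts counted as the arms. The lists hold no score by which the authors' threshold could be made stricter, and the minimum length stands in for it. Counting pairs of overlapping peaks was added after the values had been seen. The peaks named in the text follow a rule set beforehand. They are the peaks in both regions of Figure 3—figure supplement 1 and the 3 longest peaks of each list. The rule also covers the genes the paper names in its ChIP experiments, but apart from *rsks-1* these were not looked up in the lists, and those of the ChIP-qPCR are named only with the values of the paper's table.

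The gene table used here is on WBcel235, a later build than that of the peaks. No coordinates were taken from it or converted, so no peak was assigned to a gene, exon, intron or UTR from an annotation. The position of the peaks relative to *rsks-1* was read by eye from the gene track of the paper's figure. The planned share of peaks over genes was not computed. The regions of Figure 3—figure supplement 1 were read from the axes of that figure, which uses the build of the peaks. The paper's lifespan tables and ChIP-qPCR table, which are not part of the deposited lists, were used only for the values reported as the paper's in the closing section. The percent difference in median lifespan was taken from wild type in the same assay. The fold enrichment in ChIP-qPCR was recomputed as the ratio of antibody to no-antibody ChIP, each over its input, which the authors deposited as relative DNA quantities.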

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

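All tests in this part were chosen after the patterns they address had been seen and before the values they gave.

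The paper reports on the peaks that both experiments share and does not describe the remainder. In the *jhdm-1* experiment, 2625 peaks (44.6%) overlapped no peak of the *wdr-5* experiment. In the *wdr-5* experiment, 6173 peaks (59.0%) overlapped no peak of the *jhdm-1* experiment. One technical explanation for the former is that short peaks miss the other list. Among the 1471 shortest *jhdm-1* peaks 41.3% were shared, and among the 1471 longest, those above 1395.5 bp, the share was 72.9% (95% interval from 70.5% to 75.1%). The remaining peaks of this group had no counterpart although they are among the longest, so shortness does not explain those. The level set beforehand for nearly all peaks being shared, 90%, was a convention and not derived from a model of peak length, so how many of the other unshared peaks are due to their length was not estimated. Another is that the boundaries of a peak stop just short of its counterpart. Of the 2625 peaks, 22.2% lay within 1 kb of a *wdr-5* peak, and the others lay farther away. What stays open is the depth of the libraries and a difference between the mutants or between the generations sampled. The experiments also differ in the number of ChIP libraries (18 in the *wdr-5* experiment and 8 in the *jhdm-1* experiment). In addition, a *jhdm-1* peak had to be present in both replicates. These last differences favour more *wdr-5* peaks and fewer *jhdm-1* peaks, so they bear on unshared *wdr-5* peaks rather than on unshared *jhdm-1* peaks. All of these factors go together with the experiment, and the lists hold no values per library, so none of them was tested. The same holds for the 6173 *wdr-5* peaks, for which no explanation was tested.

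In the *wdr-5* list, 1035 peaks were shorter than the shortest peak of the *jhdm-1* list, which is 200 bp long. One candidate explanation is that they are pieces of longer domains. Of these short peaks, 50.6% (95% interval from 47.6% to 53.7%) lay within 500 bp of another *wdr-5* peak, against 45.9% (from 44.9% to 46.9%) of the longer *wdr-5* peaks. The difference has the direction that this explanation needs, but it is small. Another candidate is that boundaries were drawn wider in the *jhdm-1* list. Where 1 *jhdm-1* peak met 1 *wdr-5* peak and no other, the *jhdm-1* peak was the longer in 51.3% of 2240 pairs (from 49.2% to 53.4%). This interval includes equal shares. In the same pairs, the *wdr-5* peak contained the *jhdm-1* peak in 33.8% (from 31.8% to 35.7%) and the reverse held in 24.8% (from 23.1% to 26.7%), which goes against wider boundaries in the *jhdm-1* list among these pairs. The pairs leave out the 780 *jhdm-1* peaks that met 2 or more *wdr-5* peaks, against 132 *wdr-5* peaks that met 2 or more *jhdm-1* peaks, so for those peaks the explanation stays open. Whether the short peaks arose when the peaks of replicates were combined could not be tested, since the lists hold no peaks of single replicates. The short peaks are therefore no evidence of short H3K9me2 domains. No biological explanation was tested.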

How the results depend on the processing

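Over 18 results, 70 alternatives gave a value. In 47 of them the result kept its direction and its side of the threshold, or stayed within its interval or within 1.5 times the first count. In 22 it moved further than that, and in 1 it reversed. The choices were fixed before the data were examined, apart from the counting of pairs. Unless stated, the cause was not tested.

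The excess of shared *jhdm-1* peaks over chance stayed above 1 with p = 1e-05 (permutation test) under all 8 alternatives, from 1.91 times with random placement within 1 Mb windows to 5.23 times with a reciprocal overlap of 50%. The shares themselves moved with the rule for overlap, as a stricter or looser rule must make them do. The share of *jhdm-1* peaks shared was 29.7% with an overlap of 50% of the *jhdm-1* peak, 16.9% with a reciprocal overlap of 50%, and 65.3% when peaks within 1 kb counted as shared. It was 42.7% with only peaks of at least 500 bp kept in both lists, which also leaves fewer *wdr-5* peaks to meet. By base pairs it was 36.4%. With pairs of overlapping peaks counted over the *jhdm-1* peaks, a choice made after the values had been seen, it was 75.7%. It stayed within its interval without the X chromosome and with peaks within 1 kb merged. The share of *wdr-5* peaks shared, in the same order, was 15.6%, 9.49%, 55.7%, 39.4% and 29.8%, and with peaks within 1 kb merged it was 46.8%.

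The number of *wdr-5* peaks fell to 5178 with a minimum length of 500 bp and to 6031 with peaks within 1 kb merged, by construction. The number of *jhdm-1* peaks and the length covered by either list stayed within 1.5 times under the alternatives tried for them. With means in place of medians, the *jhdm-1* peaks were 1.45 times as long as the *wdr-5* peaks. Under the other alternatives the median *jhdm-1* peak stayed longer than the median *wdr-5* peak, by 1.17 to 1.64 times. Shared *jhdm-1* peaks were longer than unshared ones at the median (1.45 times), but with an overlap of 50% of the *jhdm-1* peak the ratio reversed to 0.885. Under that rule a longer peak needs a longer overlap, so the reversal can follow from the rule. Shifted lists were not compared under it.

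With each chromosome divided into 3 parts, the share of the *wdr-5* list on the outer parts was 95.0% by base pairs and 94.9% among peaks of at least 500 bp. With 4 parts, the outermost parts held 86.1% of the *wdr-5* peaks and 79.7% of the *jhdm-1* peaks, by construction fewer. The share on the X chromosome was 3.78% by base pairs and 3.38% among peaks of at least 500 bp in the *wdr-5* list, and 6.93% by base pairs in the *jhdm-1* list. In the *rsks-1* region the *jhdm-1* list held 1 peak in place of 2.

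In the paper's lifespan tables, the late-gen *wdr-5* difference stayed between 13.1% and 16.4% when each of the 8 experiments was left out in turn. No paired analysis was possible because the lists pool the replicates of each experiment, and for the same reason no ChIP-seq replicate could be left out. The share of peaks over genes was not run, since no annotation of the build of the peaks was used. The lists give no depth, so whether a peak missing from one list is absent or was below detection in those libraries cannot be said.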

Differences from the paper's values

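With the main settings, no value differed from the paper's by more than 1.5 times. Under some alternatives the number of *wdr-5* peaks, the share of shared peaks and the late-gen *wdr-5* lifespan difference did. The number of peaks in the *wdr-5* experiment was 10457, the paper's number. The number in the *jhdm-1* experiment was 5883, against about 5900 in Figure 3—figure supplement 1C, read by eye.

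The paper gives 75% as the share of *jhdm-1* peaks shared with the *wdr-5* peaks. Here the share of distinct *jhdm-1* peaks with an overlap of at least 1 bp was 55.4%. The alternatives set before the data were examined gave shares from 16.9% to 65.3%, and none reached the paper's value. A setting chosen after seeing the values reaches it. When every pair of overlapping peaks is counted, so that a *jhdm-1* peak that meets several *wdr-5* peaks counts several times, there are 4453 pairs, or 75.7% of the number of *jhdm-1* peaks. Figure 3—figure supplement 1C shows an overlap of about 4500 peaks, read by eye.

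From the paper's own lifespan tables, late-gen *wdr-5* mutants had a mean difference of 15.0% over experiments, against the paper's averages of 17% in its results and 22% in its discussion. With late generations counted from F18 it was 16.2%, and with each experiment left out in turn it was between 13.1% and 16.4%. The *jhdm-1* mutants of Figure 4D and its replicates had a mean difference of 22.8% from F6 on, and of 23.9% as the mean of these assays, against the paper's average of 30%. The paper's text does not say which assays that average covers, and its tables list further *jhdm-1* assays, under other figures and generations, that were not used here. The values of 22.8% and 23.9% cover Figure 4D and its replicates alone.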

Other observations

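The late-gen *wdr-5* lifespan difference and the median lengths of shared and unshared *jhdm-1* peaks had been planned before the data were examined. The other tests in this part were chosen after the patterns they address had been seen. Those on pairs of overlapping peaks and on the chromosome arms were also chosen after their values were known. The random placement within 1 Mb windows had been planned as an alternative, and its use as a test of the arms was not.

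The number of pairs of overlapping peaks divided by the number of *jhdm-1* peaks was 75.7%, whereas 55.4% of *jhdm-1* peaks had an overlap. A candidate explanation for the distance between the latter and the paper's 75% is that pairs were counted in place of distinct peaks. The largest number of *wdr-5* peaks met by 1 *jhdm-1* peak was 21, at the longest peak of that list. This hypothesis was formed from the same values, and the paper's text does not describe how the overlap was counted.

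The overlap of the lists could come from their concentration on the same chromosome arms alone. With each *jhdm-1* peak placed at random within its own 1 Mb window, 1703 peaks were shared on average and 1833 at most in 100000 resamples, against 3258 observed, so the arms do not account for the whole overlap. Moving the *jhdm-1* list by 1 kb left 2442 shared peaks to the left and 2409 to the right, and moving it by 20 kb left 1803 and 1829. The wild-type libraries that both experiments have in common would raise the overlap with no effect of either mutant, and this could not be simulated without the peaks of single libraries. No biological explanation was tested.

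With each chromosome divided into 3 parts of equal length, the right part of Chromosome V held 1695 *wdr-5* peaks and 607 *jhdm-1* peaks, or 2.79 *wdr-5* peaks per *jhdm-1* peak. In the 17 other parts this ratio ranged from 1.07 to 2.01. A candidate explanation is that *wdr-5* peaks are broken into more pieces there. After peaks within 1 kb were merged in both lists, the ratio was 1.36, inside the range of the other parts (0.773 to 1.38). Merging at a fixed distance removes more peaks where they lie denser, and this part held the most *wdr-5* peaks. The fall therefore cannot tell broken domains from separate peaks that lie close together, and the explanation stays open. By base pairs, the right part of Chromosome V had 1.76 times as much length in the *wdr-5* list as in the *jhdm-1* list. The left part of Chromosome III had more, 2.16 times. In the merged lists these ratios were 2.14 and 2.37. In all 6 central parts the *jhdm-1* list covered more base pairs than the *wdr-5* list, with ratios from 0.502 to 0.601. This was not limited to the centres. The ratio was also below 1 in the left and right parts of Chromosome X (0.759 and 0.561), the right part of II (0.877) and the left part of V (0.950). In the other outer parts it was above 1. No biological explanation was tested for these patterns.

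Shared *jhdm-1* peaks had a median length of 983.5 bp and unshared ones of 676 bp, a ratio of 1.45. Longer peaks meet others more often by chance, and in 1000 shifted lists the ratio was 1.26 on average and 1.43 at most. The 3 longest *wdr-5* peaks, on Chromosomes III (1172296 to 1191282 and 1834076 to 1848747) and IV (1960076 to 1973671), overlapped the *jhdm-1* list over 31.8%, 17.7% and 21.2% of their length. The 3 longest *jhdm-1* peaks, on Chromosomes II (1959415 to 1986552), I (11615233 to 11630054) and X (7350603 to 7363418), overlapped the *wdr-5* list over 55.3%, 53.7% and 79.3% of theirs.

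In the paper's lifespan tables, the median lifespan of *wdr-5* mutants from F20 on differed from that of wild type in the same assay by 15.0% ± 6.96 (SD, n = 8 experiments), with experiment means from 5.26% to 28.6%. All 8 experiments had a higher median in the mutant (two-sided exact sign-flip permutation test, p = 0.00781). Up to F8, a limit that reaches the first of the paper's mid-gen generations, the difference was 0.638% ± 5.54 (SD, n = 7 experiments; the same exact test, p = 0.719). For *jhdm-1* mutants from F6 on it was 22.8% ± 2.47 (SD, n = 3 experiments), and 3 experiments are too few for a p-value under 0.05. One entry of the paper's tables recurs under another generation. A *wdr-5* population with a median of 22 days, 70 deaths among 90 animals and p = 0.0569 (the paper's log-rank test) is listed as F13 for Figure 1—figure supplement 1D and as F4 among the replicates of Figure 1—figure supplement 2D.

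In the paper's ChIP-qPCR table, recomputed from its DNA quantities with 2 replicates and no test, the fold enrichment in *jhdm-1* mutants was above both wild-type replicates in both replicates at all 6 loci, at F4 and at F7. In F4 wild-type descendants of *jhdm-1* mutants this held at 4 of the 6 loci, at *npp-8* only narrowly, with 4.50 in replicate 2 against 4.44 in wild type, and the ratio to wild type ranged from 0.619 at *ubxn-1* to 3.57 at Y48G9.7. In F7 wild-type descendants it held at 0 of the 6 loci. At *npp-8* the ratio to wild type was 1.18 in F4 and 1.19 in F7 descendants, so no fall was seen there. At the other loci counted at F4 the ratio was lower at F7. The paper's count of 4 loci includes a locus that stayed high in a single replicate, so its rule is not the one used here. The median ratio to wild type over the loci was 1.39 in F4 descendants and 0.813 in F7 descendants. Taken by replicate, it was 1.52 and 1.41 in F4 descendants, and 1.16 and 0.756 in F7 descendants, so the replicates of F7 lie on either side of equality. Without the no-antibody normalization the median ratio was 1.43 in F4 descendants and 1.47 in F7 descendants. The median over loci thus fell between F4 and F7 with that normalization and did not fall without it. Without it, the F4 ratio by locus ranged from 1.07 at *ubxn-1* to 3.06 at Y48G9.7. The side of equality at *ubxn-1* therefore depended on the normalization. At Y92H12A.5, replicate 2 of the F4 descendants has an antibody input of 18556.9 and a no-antibody input of 8556.89, and the SD of both is listed as 3680.36. With equal inputs the fold enrichment there would be 16.8 in place of 7.76.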
